# *IGF2* mRNA Binding Protein 2 Transgenic Mice Are More Prone to Develop a Ductular Reaction and to Progress Toward Cirrhosis

**DOI:** 10.3389/fmed.2019.00179

**Published:** 2019-09-04

**Authors:** Beate Czepukojc, Ali Abuhaliema, Ahmad Barghash, Sascha Tierling, Norbert Naß, Yvette Simon, Christina Körbel, Cristina Cadenas, Noemi van Hul, Agapios Sachinidis, Jan G. Hengstler, Volkhard Helms, Matthias W. Laschke, Jörn Walter, Johannes Haybaeck, Isabelle Leclercq, Alexandra K. Kiemer, Sonja M. Kessler

**Keywords:** liver cancer, stem cell, de-differentiation, oval cell, HCC, fibrosis

## Abstract

The insulin-like growth factor 2 (*IGF2*) mRNA binding proteins (IMPs/IGF2BPs) IMP1 and 3 are regarded as oncofetal proteins, whereas the hepatic IMP2 expression in adults is controversially discussed. The splice variant IMP2-2/p62 promotes steatohepatitis and hepatocellular carcinoma. Aim of this study was to clarify whether IMP2 is expressed in the adult liver and influences progression toward cirrhosis. IMP2 was expressed at higher levels in embryonic compared to adult tissues as quantified in embryonic, newborn, and adult C57BL/6J mouse livers and suggested by analysis of publicly available human data. In an *IMP2-2* transgenic mouse model microarray and qPCR analyses revealed increased expression of liver progenitor cell (LPC) markers *Bex1, Prom1, Spp1*, and *Cdh1* indicating a de-differentiated liver cell phenotype. Induction of these LPC markers was confirmed in human cirrhotic tissue datasets. The LPC marker SPP1 has been described to play a major role in fibrogenesis. Thus, DNA methylation was investigated in order to decipher the regulatory mechanism of *Spp1* induction. In *IMP2-2* transgenic mouse livers single CpG sites were differentially methylated, as quantified by amplicon sequencing, whereas human HCC samples of a human publicly available dataset showed promoter hypomethylation. In order to study the impact of IMP2 on fibrogenesis in the context of steatohepatitis wild-type or *IMP2-2* transgenic mice were fed either a methionine-choline deficient (MCD) or a control diet for 2–12 weeks. MCD-fed *IMP2-2* transgenic mice showed a higher incidence of ductular reaction (DR), accompanied by hepatic stellate cell activation, extracellular matrix (ECM) deposition, and induction of the LPC markers *Spp1, Cdh1*, and *Afp* suggesting the occurrence of de-differentiated cells in transgenic livers. In human cirrhotic samples *IMP2* overexpression correlated with LPC marker and ECM component expression. Progression of liver disease was induced by combined MCD and diethylnitrosamine (DEN) treatment. Combined MCD-DEN treatment resulted in shorter survival of *IMP2-2* transgenic compared to wild-type mice. Only *IMP2-2* transgenic livers progressed to cirrhosis, which was accompanied by strong DR. In conclusion, IMP2 is an oncofetal protein in the liver that promotes DR characterized by de-differentiated cells toward steatohepatitis-associated cirrhosis development with poor survival.

## Introduction

The family of insulin-like growth factor (*IGF*) 2 mRNA binding proteins (IMPs/IGF2BPs), namely IMP1 and IMP3, have been described as oncofetal proteins. However, whether IMP2 is an oncofetal protein or not remains a matter of debate (1–3). IMP2 has been described to be essential for preserving glioblastoma cancer stem cells (4). It is known that the occurrence of hepatic stem cells, i.e., liver progenitor cells (LPCs) worsens prognosis in liver disease. Noteworthy, more than half of the earliest hepatic premalignant lesions consist of LPCs and intermediate hepatocytes (5). Human and murine HCCs show LPC gene signatures and contain LPC fractions (6). Concordantly, p53-deficient or H-RAS/SV40LT-transduced isolated LPCs can generate HCC in xenotransplant models (7, 8). In cholangiocarcinoma aberrant expression of stem cell markers suggest LPCs to be the cell of origin in tumors (9). Interestingly, mixed types of cholangiocarcinoma and HCC have been described in the literature, which are thought to derive from transformed progenitor cells (10). Thus, it has been suggested that LPCs may be precursor cells for malignant transformation (11). However, recent evidence using lineage tracing in different mouse models demonstrates that HCC rather seem to develop from dedifferentiated hepatocytes than from LPCs (12, 13).

Still, the majority of non-malignant chronic liver diseases are characterized by LPC activation (5). In ductular reaction (DR), activated LPCs organize in strings (14) and finally lead to increased numbers of bile ducts that form a denser mesh around portal vein branches (15) or even infiltrate into the lobular parenchyme (16). Interestingly, the degree of DR correlates with disease progression (17). DR comparable to the one found in human non-alcoholic steatohepatitis (NASH) can be induced by a methionine-choline deficient diet (MCD) showing high similarity with NASH samples with advanced fibrosis (18).

In this study, we confirm the oncofetal appearance of IMP2 in murine and human liver. Employing transgenic mice we show that IMP2-2 is able to promote DR resulting in cirrhosis and short survival in the steatohepatitis model. Human gene expression data further support the association of IMP2 with marker genes of undifferentiated or dedifferentiating cells in liver disease.

## Methods

### Animals

Liver tissue from C57BL/6J mice at embryonic day E12.5 (*n* = 5), newborns (P0, *n* = 8), and at the age of 2, 10, and 85 weeks (each *n* = 6) were obtained. Publicly available RNA sequencing data sets from murine (PRJNA66167) and human (PRJNA280600) fetal and adult liver (19) were analyzed.

Wildtype (wt) and *IMP2-2* transgenic (tg) mice were generated as previously described (20). At the age of 5 weeks, livers were examined by qPCR (wt: *n* = 13, tg: *n* = 13) and microarray analysis (wt: *n* = 10, tg: *n* = 10). In order to induce NASH, wt and *IMP2-2* tg mice were randomly divided into experimental groups at the age of 3 weeks and were fed either a methionine choline deficient diet (MCD, #960439, MP Biomedicals, Germany) or a MCD diet supplemented with choline bitartrate (2 g/kg) and DL-methionine (3 g/kg) (MCS, #960441, MP Biomedicals, Germany) for 2, 4, or 12 weeks (21) (2 weeks: MCS: wt: 5 females and 5 males; tg: 6 females and 4 males; MCD: wt: 5 females and 7 males; tg: 7 females and 5 males; 4 weeks: MCS: wt: 5 females and 5 males; tg: 5 females and 5 males; MCD: wt: 6 females and 6 males; tg: 6 females and 6 males; 12 weeks: MCS: wt: 5 females and 4 males; tg: 6 females and 5 males; MCD: wt: 5 females and 5 males; tg: 5 females and 4 males). For the combined treatment with MCD and the genotoxic carcinogen diethylnitrosamine (DEN) (22) two different treatment schemes were used: one set of 3 week old wt (*n* = 28; females: *n* = 14, males: *n* = 14) and *IMP2-2* tg (*n* = 24; females: *n* = 9, males: *n* = 15) mice received an MCD diet and 4 weeks after the onset of MCD feeding one injection of DEN (5 mg/kg BW i.p.). Mice were sacrificed at the age of 15 weeks or before when at least one of the stopping criterions (behavioral disorder, loss of weight >50%, abnormal water or feed uptake, matt coat, or an impairment of the locomotor system) was met. The other set of 2 week old wt (*n* = 10) and *IMP2-2* tg (*n* = 13) mice received a single injection of diethylnitrosamine (DEN, 5 mg/kg BW i.p.) and were fed a MCD diet at the age of 8 weeks (wt: *n* = 10, females: *n* = 5, males: *n* = 5; tg: *n* = 13, females: *n* = 7, males: *n* = 6). Mice were sacrificed at the age of 29 weeks. Mice were housed in a 12/12 h light/dark cycle under constant conditions (temperature: 22°C ± 2°C; relative humidity: 55% ± 10%) with an enriched environment and food and water *ad libitum*. Mice were sacrifized by cervical dislocation or decapitation (embros, newborns) and whole blood samples were taken and liver was excised. Two thirds of the liver was flash-frozen in liquid nitrogen and stored at −80°C for further analysis. One third of the liver containing half of the left lateral lobe and half of the medial lobe in the same cassette was fixed in 4% PBS-buffered formalin for 24 h. After fixation samples were dehydrated and embedded in paraffin.

Whole blood samples were incubated for 1 h at room temperature to allow agglutination of red blood cells and subsequently centrifuged for 10 min at 13,500 × g at 4°C. The supernatant was transferred into a fresh tube, diluted 1:3 with 0.9% NaCl, and stored at −80°C until measurement. Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), glucose, triglycerides (TG), cholesterol, and high density lipoprotein (HDL) levels were determined by a PPE Modular analyzer using Roche® reagents at a constant temperature of 37°C (Roche Diagnostics, Mannheim, Germany). Measurements were performed at the “Zentrallabor des Universitätsklinikums des Saarlandes” (Homburg, Germany).

### RNA Isolation, Reverse Transcription, and qPCR

In general, RNA isolation and qPCR were performed as previously described (23–25). Total RNA was extracted using Qiazol lysis reagent (Qiagen, Germany) according to the manufacturer's instructions and treated with DNase I (Ambion, Germany) to remove residual DNA. cDNA was synthesized using the high-capacity cDNA reverse transcription kit (Applied Biosystems) according to the manufacturer's protocol using random primers. qPCR was performed using 5x HOT FIREPol® EvaGreen® qPCR Mix Plus (Solis BioDyne, Estonia) according to the manufacturer's instructions and the CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad, Germany). For absolute quantification PCR products were cloned into pGEMTeasy (Promega, Germany) and respective dilutions were run alongside the samples to generate a standard curve. All samples and standards were analyzed in triplicate using the following PCR conditions: 95°C for 15 min, followed by 39 cycles of 20 s at 94°C, 20 s at the primer-specific annealing temperature, and 20 s at 72°C. The relative expression was normalized to *18S* or *Ppia* mRNA values depending on their stability. In sum, three different housekeeping genes (18s, Ppia/Cyclophilin, and Csnk2a2) were tested using the GeNorm tool and Normfinder (26, 27). Real-time quantitative PCR (qRT-PCR) was performed using the following primer pairs: Rn18S 5′-AGGTCTGTGATGCCCTTA GA-3′ and 5′-GAATGGGGTTCAACGGGT TA-3′; Ppia 5′-GGCCGATGACGAGCCC-3′ and 5′-TGTCTTTGGAACTTTGTCTGC-3′; Afp 5′-CCAGGAAGTCTGTTTCACAGAAG-3′ and 5′-CAAAAGGCTCACACCAAAGAG-3′; Krt19 5′-AGCGTGATCAGCGGTTTTG-3′ and 5′-CCTGGTTCTGGCGCTCTATG-3′; Sox9 5′-CCAGCAAGAACAAGCCACAC-3′ and 5′-CTTGCCCAGAGTCTTGCTGA-3′; Spp1 5′-CCGAGGTGATAGCTTGGCTTAT-3′ and 5′-GACTCCTTAGACTCACCGCTC-3′; Cdh1 5′-CTTTTCGGAAGACTCCCGATT-3′ and 5′-GCTTTAGATGCCGCTTCACTGT-3′; Imp2 5′-CTGATCCCAGGGCTAAACCTC-3′ and 5′-AAGGGGTGATAGGGAGGACTG-3′; Dlk1 5′-ACTTGCGTGGACCTGGAGAA-3′ and 5′-CTGTTGGTTGCGGCTACGAT-3′.

### Western Blot Analysis

Western blots were performed as previously described (20).

### Histology

Histochemistry and immunohistochemistry were performed as previously described (21, 25, 28). Paraffin-embedded liver sections were stained with hematoxylin-eosin (HE) and Sirius Red. Immunohistochemical (IHC) KRT19 and AFP detection was achieved using Dako EnVision+ System-HRP Labeled Polymer Anti Rabbit (#K4003, DAKO, USA) with anti-KRT19 antibody (1:1,000, #52625, abcam, UK), anti-DLK1 (1:1,000, #21682, abcam, UK) or anti-AFP antibody (1:1,000, #46799, abcam, UK). Epitopes were demasked with citrate buffer (10 mM, pH 6.0) in a waterbath at 95°C for 45 min. For Laminin detection epitopes were demasked by proteinase K (20 μg/ml in TE buffer) incubation for 15 min at 37°C in a waterbath. Anti-laminin antibody (1:200, #L9393, Sigma) was incubated for 1 h at room temperature followed by incubation with anti-rabbit Envision (Dako, Germany) for 20 min at room temperature and DAB staining. Hyaluronic acid was detected by staining with a biotin-labeled hyaluronic acid binding protein (1:100, #AMS.HKD-BC41, Amsbio) for 1 h at room temperature and detection by Streptavidin-HRP (#K3954, Dako, Germany) for 20 min at room temperature and DAB staining. Stainings were evaluated for steatosis, inflammation, DR, and fibrosis by two independent, blinded investigators with the scoring system shown in Table 1. Fibrosis scoring was assessed according to Kleiner et al. (29). Steatosis scoring was performed according to Simon et al. (21). Scoring system for ductular reaction was based on Chen et al. (30). We adapted the scoring of the latter study by including two different cirrhosis scores: 3 = cirrhosis with few and 4 = cirrhosis with many DR (see Table 1). In order to avoid high complexity we additionally combined score 1 and 2 from Chen et al. into score 1 in the current study.

**Table 1:** Scoring system for histological analyses.

**Scoring system**			**Assessed by**
*Ductular reaction*	Score 0 Score 1 Score 2 Score 3 Score 4	None Rare-few (1–6 DR per field) Many (>6 DR per field) Cirrhosis with few DR Cirrhosis with many DR	HE and Krt19 IHC
*Fibrosis*	Score 0 Score 1 Score 2 Score 3 Score 4	None Perisinusoidal or periportal Perisinusoidal and portal/periportal and/or septal Bridging fibrosis portal/periportal and septal Cirrhosis (complete surrounding of liver cell nodules by fibrous septa)	Sirius red
*Steatosis*	Score 0 Score 1 Score 2 Score 3 Score 4	0% <5% >5–20% >20% >50%	HE
*Inflammation*	Portal Score 0 Score 1 Lobular Score 0 score 1 Score 2 score 3	None to minimal; greater than minimal; None <2/200x 2–4/200x >4/200x	HE

### Cell Culture

Huh7 cells were cultured in RPMI-1640 medium supplemented with fetal calf serum, penicillin/streptomycin and glutamine (Sigma-Aldrich, Taufkirchen, Germany) at 37°C and 5% CO_2_. Cells were treated with decitabine/5-aza-2′-deoxycytidine (#A3656, Sigma-Aldrich) over 3 days. The DNA-methyltransferase inhibitor was freshly added daily. Authentication of cell lines was confirmed by DSMZ.

### Amplicon Sequencing Analysis

Ten percent of each bisulfite-treated sample were used as template in a 30 μL PCR mix: buffer BD (80 mM Tris-HCL, 20 mM (NH_4_)_2_SO_4_), 2.5 mM MgCl_2_, 0.2 mM of each dNTP, 200 nm each of the forward and reverse primers (sequences see Table 2) with universal Illumina adapters attached at the 5′ end, and 3U HotFirePol (Solis BioDyne). For each DNA lot, PCR reactions were performed in triplicates starting with 15 min denaturation at 95°C followed by 42 cycles of 95°C for 60 s, annealing for 120 s (see Table 2), 72°C for 120 s, and a final 5-min extension step at 72°C. About 5 μL PCR reaction were loaded on 1.2% agarose gels. Remaining 25 μL of the PCR reaction were purified with Agencourt Ampure XP beads (Beckman Coulter, Krefeld, Germany), diluted, pooled, and sequenced (Illumina v3 chemistry, 2 × 300 bp paired end) on Illumina MiSeq following the manufacturer's instructions aiming at 10,000 reads per amplicon and sample. Alignments and evaluation were done with the BiQ Analyzer HT program filtering all reads with more than 10% unrecognized CpG sites (31). Primers used for PCR for amplicon sequencing of murine *Spp1* can be found in Table 2.

**Table 2:** Primers used for PCR for amplicon sequencing of murine *Spp1*.

**Ampli-con ID**	**Genomic position (mm10)**	**Primer forward (5′-3′)**	**Primer reverse (5′-3′)**	**Annealing temperature (°C)**
Spp1_1	chr5:104434413-104434742	GGTTATTGTGTGGTTTGTATAAAGAGT	CACATAAATACACAATTTAATTCTCTCAA	54
Spp1_2	chr5:104434987-104435392	TAAAATTAGAGGAGGAAGTGTAGGAGT	AAATTTATTTTAACTTCTACATCCAACTA	54
Spp1_3	chr5:104436033-104436270	TTTTTGTAGAAAGTATTTTTATGGTAGTT	TACATCTCAAAAAAAATTTCAATAAA	54
Spp1_4	chr5:104436350-104436768	TTGTGTTTTATAAAATATGTTGTAGGAT	AAAAAAATCTATTTATTAAAAACAATAAC	54
Spp1_5	chr5:104437141-104437598	ATTTTGTGTTTGGATAAAAAGGTATAT	AAAACTCTATAAACCATAACCTTAACATA	54
Spp1_6	chr5:104437693-104438080	GGTGTTTGATTTATTTTAGAAGTAGAATT	TATCCATTAATCCTCTAAACACTCAC	54
Spp1_7	chr5:104439171-104439512	AAGATTTTGAAATTTAATTAAAATGTTTT	AACCTCAATCCATAAACCAAACTAT	54
Spp1_8	chr5:104439713-104440076	TGTGTGTGATGTTTTTTTAATTTTATT	AATCAACTTCATATCAATCATTTCTAA	56
Spp1_9	chr5:104440214-104440610	TTGTTTTTGATTTAGTATTTTGATGTT	CCTCAAAAAATAAACTCTCTAATTCATA	60
Spp1_10	chr5:104440722-104441072	TGGATATATGTATGTAGAGAAAGAGAGGT	ATAATTAACACCACCAAACTCCTTACA	60

### Microarray Analysis

For Affymetrix gene expression microarray analysis RNA was extracted from snap frozen liver tissue of 5 week-old *IMP2-2* tg mice (*n* = 10) and corresponding controls (*n* = 10), as described in Godoy et al. (32). The Gene Chip IVT Labeling kit (Affymetrix, High Wycombe, UK) was used to generate biotinylated cRNA. Purification and fragmentation was performed according to Affymetrix's protocol. Hybridization to Mouse Genome 430 2.0 Affymetrix GeneChips (Santa Clara, CA, USA) was conducted for 16 h at 45°C according to the manufacturer's instructions. Microarrays were scanned with an Affymetrix scanner controlled by Affymetrix Microarray Suite software. Robust Multi-array Average (RMA) algorithm (33) was used for normalization of the gene expression array data and the R package limma (34) was used for calculation of differential gene expression. Adjustment for multiple testing was conducted with the method of Benjamini and Hochberg (FDR: false discovery rate) (35). Data are available on Gene Omnibus (GEO-ID: GSE130999).

### Public Gene Omnibus (GEO) and TCGA Datasets

GEO dataset GSE14323 and the liver hepatocellular carcinoma dataset from TCGA were analyzed as described previously (21, 25, 28, 36). The GEO dataset GSE14323 was analyzed for differential gene expression in human tissue samples of normal liver (*n* = 19), pre-malignant cirrhosis (*n* = 41), cirrhosis of HCC-livers (*n* = 17), and HCC (*n* = 48) as described previously (21, 25, 28, 36). TCGA liver cancer samples (*n* = 159) were analyzed for promoter methylation of *SPP1*. Statistical significance was analyzed in the R-cran statistical environment by the Kolmogorov–Smirnov test followed by FDR-correction with the Benjamini-Hochberg method *Q* = 0.05, and up to *m* = 10 (35). Pearson correlation was applied to detect correlations between genes of interest.

### High-Resolution Ultrasound

Mice were anesthesized with isoflurane and put on a heated stage in supine position. Chemical depilation (Nair hair removal cream) was done to prevent air trapped in the fur from interfering with ultrasound coupling into the animal. After removing the liver, ultrasound coupling gel (Aquasonic 100, Parker, Fairfield, NJ, USA) was circumferentially applied to the *ex situ* liver, to distinguish between the stage and the *ex situ* liver. Imaging was performed by means of a Vevo 770 high-resolution ultrasound system (VisualSonics, Toronto, ON, Canada) and a real-time microvisualization 704 Scanhead (VisualSonics) with a center frequency of 40 MHz and a focal depth of 6 mm. For 3D imaging the scanhead, driven by a linear motor, scanned first the *in situ* and then the *ex situ* liver. The technique yielded two-dimensional (2D) images at parallel and uniformly spaced 100 μm steps. The 2D image planes enabled rapid 3D image reconstruction, displaying a dynamic cube view format, as previously described (37).

### Statistical Analysis

OriginPro 2018G software (OriginLab Corporation) was used for illustration and statistical analyses. Results are shown as means ± SEM or box plots with 25th/75th percentile boxes, geometric medians (line), means (square). Statistical significance was determined by Mann-Whitney *U*-test or *t*-test where applicable. Chi^2^ test was used for categorical data. Statistics of Kaplan-Meier survival analysis was performed by log rank test.

## Results

### Resource Identification Initiative

Analysis of publicly available gene expression data showed high *IMP2* expression in fetal mouse and human livers compared to the respective adult tissue (Figure 1A). Embryonic markers, such as *IGF2* and *H19*, were highly expressed in fetal livers (Figure 1A). The low expression of *Imp2* in adult and high expression in fetal liver was confirmed by qPCR analysis of a time course of fetal, neonatal, young, and old mice (Figure 1B). Expression of IMP2 protein matched that of its transcript (Figures 1C,D). Further, the high levels of *H19* and *Igf2* in embryonic livers and low levels in adult livers were confirmed in the same time course (Figures 1E,F). Interestingly, *H19* expression was highest in livers of newborn and young animals (Figure 1F).

**Figure 1:**
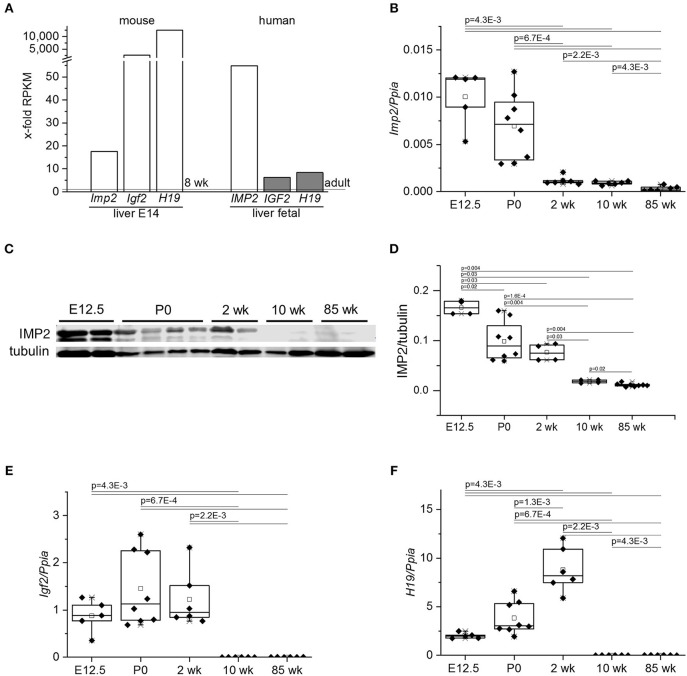
Expression of *IMP2, IGF2*, and *H19* in embryonic and adult livers. **(A)** *IMP2, IGF2*, and *H19* gene expression from publicly available RNA sequencing data sets of murine (PRJNA66167) and human (PRJNA280600) fetal liver compared to adults. Data are expressed as x-fold from 8 week-old murine or adult human tissues indicated by dashed lines, respectively. RPKM: Reads per kilobase transcript per million reads. **(B,E,F)** qPCR analysis of *Imp2* **(B)**, *Igf2* **(E)**, and *H19* **(F)** in livers of fetal (E12.5; *n* = 5), newborns (P0, *n* = 8), 2, 10, and 85 week-old (each *n* = 6) mice. Expression levels were normalized to *Ppia*/*Cyclophilin* as housekeeping gene. **(C,D)** Western blot analysis of IMP2 protein expression in fetal, newborn, young, and adult mouse livers. Representative image of Western blot **(C)** and densitometric quantification of IMP2 levels normalized to tubulin **(D)** are shown (E12.5: *n* = 4; P0: *n* = 8; 2 and 10 week: *n* = 4; 85 week: *n* = 6). *P*-values were calculated by Mann-Whitney *U*-test.

These data showed the highest IMP2 expression in embryonic liver. We therefore hypothesized that IMP2 in adult liver may represent a marker of immaturity or dedifferentiation and aimed at investigating the impact of *IMP2* expression on hepatic progenitor cell features. Since peritumoral DR correlates with fibrosis stage (38) we first analyzed the expression of *IMP2* and common progenitor cell marker genes in gene expression data sets from human cirrhotic tissue (Figure 2A). Human cirrhotic and cirrhosis-associated HCC tissues showed an increase of *IMP2* expression and of the progenitor cell markers *SOX9, SPP1/osteopontin, CDH1/E-cadherin, AFP, PROM1*/*CD133, BEX1, EPCAM* (Figure 2A). 

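By the sample labels, the livers of 10 *IMP2-2* tg and 10 wt mice, all 5 weeks old, were each read on 1 Affymetrix Mouse Genome array. The authors normalized the arrays by RMA, and the deposited log2 values were used as they are. Array medians were close to 4.5 in both genotypes, and the number of mice limits the precision of every value. Each probe set was fitted in limma with genotype as the only term, and p values were adjusted by Benjamini-Hochberg over all probe sets, with 0.05 as the threshold. A gene was named only from probe sets annotated to it alone, and the probe set with the highest mean over all arrays stands for the gene. *Spp1*, which encodes the secreted matrix protein osteopontin, and *Igf2bp2* itself have no such probe set and were not analysed here.

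2 pairs of wt arrays, wt_1407_2 with wt_1420_6 and wt_1407_5 with wt_1420_7, were nearly identical, with an SD of the log2 difference over all probe sets of 0.168 and 0.172, where other wt pairs gave 0.228 to 0.401. Whether the arrays of a pair come from separate mice or from the same RNA measured again is not known. Wt means and SDs count each pair once (n = 8), while limma kept all 20 arrays and treats them as separate mice. The array labelled wt_1386_4 was closest to tg_1386_9 (0.155) and was kept under its label.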

We next investigated the consequences of overexpressing *IMP2-2* in the liver. 

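*Bex1*, *Afp*, *Prom1* and *Cdh1* were higher in livers of *IMP2-2* tg than of wt mice, and *Epcam* and *Sox9* did not pass. *Bex1*, an X-linked gene of stem and progenitor cells, had a log2 mean ± SD of 8.11 ± 1.61 in tg (n = 10) and 3.39 ± 1.38 in wt (n = 8), a log2 fold change of 4.83 (SE 0.590, limma adjusted p = 2.85e-04), whose size is not exact because the wt mean lies under 4.53, the median of all probe sets. *Afp*, the fetal albumin-like serum protein, reached 9.05 ± 1.93 in tg and 4.94 ± 0.93 in wt, a log2 fold change of 4.14 (SE 0.611, adjusted p = 0.00115). *Prom1*, which encodes the membrane glycoprotein CD133, rose by 2.66 (SE 0.643, adjusted p = 0.0332) from 4.92 ± 1.07 to 7.40 ± 1.98. *Cdh1*, which encodes the adhesion protein E-cadherin, rose by 0.82 (SE 0.205, adjusted p = 0.0381). *Epcam*, an adhesion molecule of biliary and progenitor cells, had log2 fold changes of 0.07 (SE 0.079, adjusted p = 0.667) and 0.15 (SE 0.083, adjusted p = 0.305) in its 2 probe sets, which lie under that median in both genotypes, so a lack of change cannot be read from them. *Sox9*, a transcription factor of biliary cells, stood at 4.89 ± 0.44 in tg and 4.86 ± 0.45 in wt (0.06, SE 0.194, adjusted p = 0.897).

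The rise was uneven among the tg mice: *Bex1* lay above all wt arrays in 8 of 10, *Afp* in 9, *Cdh1* in 7 and *Prom1* in 5, although all 10 were above the wt median for each of these genes. Sample names share 6 numbers between genotypes. Within them, *Prom1* was higher in tg livers in 5 of 6, with log2 differences from -0.41 to 4.53. *Bex1* was higher in 6 of 6 (0.14 to 6.73). An exact test over all 43758 splits of the 18 profiles, in which each near-identical wt pair counts once, gave p = 9.14e-05 for *Bex1*, 1.60e-04 for *Afp*, 0.00165 for *Cdh1* and 0.00569 for *Prom1*. As a list, the 6 measured LPC markers were higher (camera adjusted p = 3.14e-05), with 4 higher when adjusted over the list alone, and adjusted p = 0.0931 with an estimated correlation. The paper shows these markers on the same livers, so the list test adds no independent evidence to the calls of single genes. With the near-identical wt arrays averaged, *Prom1* (adjusted p = 0.0958) and *Cdh1* (adjusted p = 0.0734) no longer passed. Arrays tg_1420_4, tg_1423_2-8_1 and tg_1423_2-8_4 had the highest means of LPC markers. Without these 3, *Prom1* was 1.52 (limma adjusted p = 0.152) and *Cdh1* 0.60 (adjusted p = 0.270), values that their removal had to lower. The call was lost in 5 of 18 alternatives for *Prom1* and in 7 for *Cdh1*. Not every one of the 18 gives an adjusted p, so the rest cannot all be counted as kept calls. The plot of LPC markers shows every array.

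**Figure D1:**
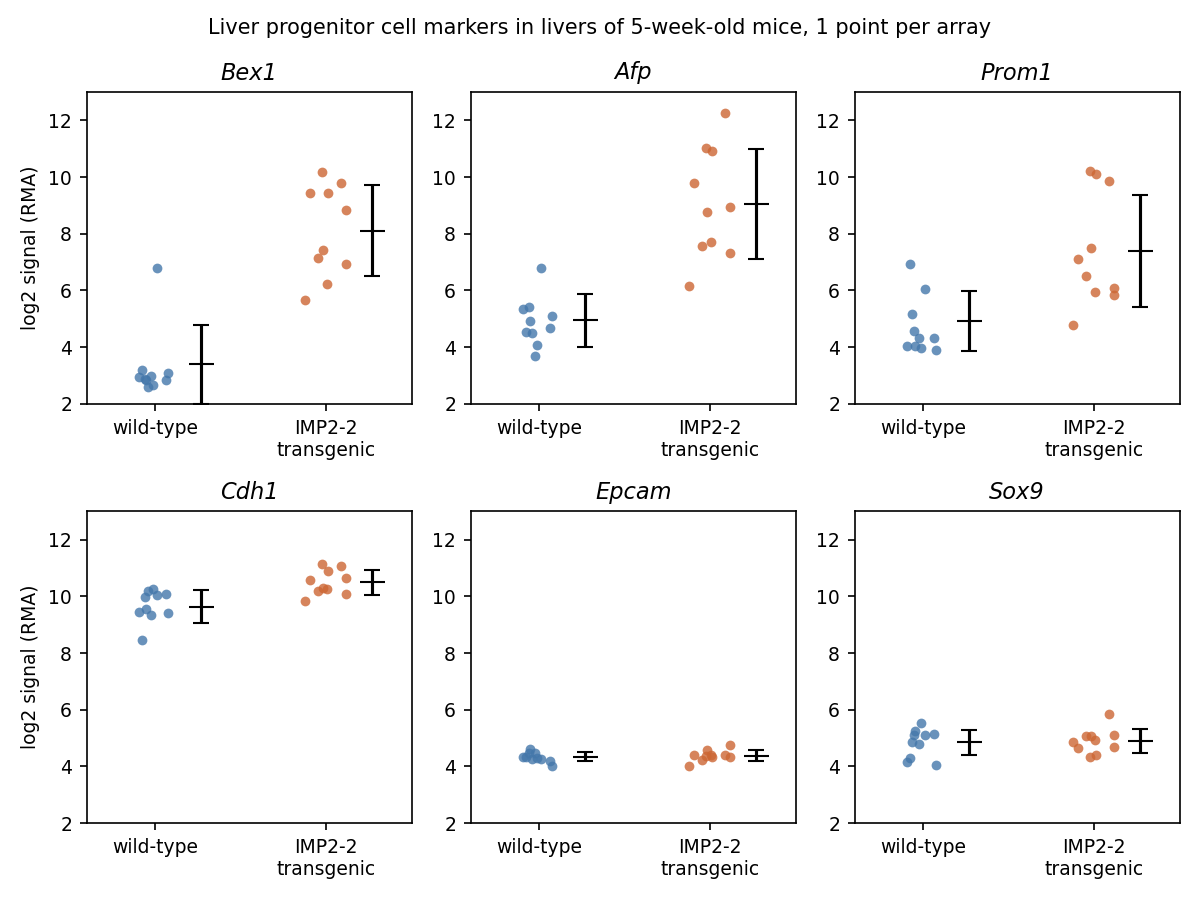
Log2 values of 6 LPC marker genes in livers of *IMP2-2* tg (n = 10) and wt mice, 1 point per array. Bars give mean ± SD, with the near-identical wt arrays counted once (n = 8).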

Array analysis of *IMP2-2* tg mice revealed an upregulation of the murine homologs LPC marker genes except for *Sox9* (Figure 2B). Upregulation was confirmed by qPCR for some of the genes, i.e., *Spp1, Afp*, and *Cdh1* (Figure 2C). *Krt19*, which was not on the array platform and *Sox9*, both markers of DR, were not upregulated (Figure 2C).

**Figure 2:**
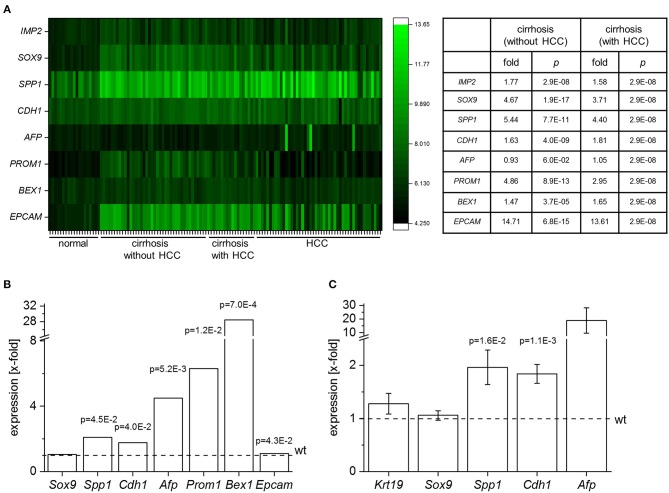
IMP2-2 induces stem cell marker expression. **(A)** Expression analysis of *IMP2, SOX9, SPP1, CDH1, AFP, PROM1, BEX1, EPCAM* in human samples of normal liver tissue (*n* = 19), cirrhotic tissue (without HCC; *n* = 41), cirrhotic tissue of HCC-livers (with HCC; *n* = 17), and HCC tissue (*n* = 48) (GSE14323). The table shows expression values as x-fold of healthy (*n* = 19) liver samples. *P*-values were generated by comparison to healthy tissue (Mann Whitney *U*-test or Welch's *t*-test, FDR-corrected by Benjamini-Hochberg method). **(B)** Gene expression of *Sox9, Spp1, Cdh1, Afp, Prom1, Bex1*, and *Epcam* in 5 week-old *IMP2-2* transgenic animals (tg) determined by micro array analysis (*n* = 10 per genotype). Data are expressed as x-fold of wildtype (wt) animals (indicated as dashed line). FDR adjusted p-values are shown. For *Afp* median value of five different probes is shown (probe 1: x-fold = 17.62, adj. *p* = 0.002; probe 2: x-fold = 5.35, adj. *p* = 0.008; probe 3: x-fold = 4.52, adj. *p* = 0.005; probe 4: x-fold = 1.38, adj. *p* = 0.009; probe 5: x-fold = 0.95, adj. *p* = 0.35). **(C)** *Krt19, Sox9, Spp1, Cdh1*, and *Afp* mRNA expression of *IMP2-2* tg mice (*n* = 13) normalized to the values of wt mice (*n* = 13). *P*-values were calculated in comparison with wt animals (Welch's *t*-test, FDR-corrected by Benjamini-Hochberg method).

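4 of the 5 *Afp* probe sets were higher in tg livers, and they differed widely in size. *Afp* is the major serum protein of the fetal liver and is silenced after birth. The probe set with the strongest signal gave a 17.6-fold rise, the next 2 gave 5.35-fold (SE of log2 0.462, adjusted p = 0.00998) and 4.52-fold (SE 0.385, adjusted p = 0.00580), and the one after these 1.38-fold (SE 0.098, adjusted p = 0.0180). The second probe set stood at 7.64 ± 1.55 in tg and 5.22 ± 0.44 in wt, the next at 4.81 ± 1.26 and 2.66 ± 0.43, and the one after these at 3.62 ± 0.30 and 3.17 ± 0.14. The weakest probe set (3.05 ± 0.17 in tg, 3.08 ± 0.15 in wt) was 0.952-fold, with adjusted p = 0.623 in limma. Within each of the 6 numbers that the sample names share between genotypes, the strongest probe set was higher in tg livers, by a log2 difference of 0.52 to 6.86. As for *Bex1*, these 6 are not independent comparisons. The second and the third probe set were also higher in 6 of 6. The fourth was higher in only 4 of 6 (-0.06 to 0.82), and the weakest in 3. The wt means of the last 3 also lie under the median of all probe sets, so their fold sizes are not exact. The median over the 5 probe sets was a log2 fold change of 2.17.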

*IMP2-2* tg mice have been shown to develop steatosis without any sign of liver damage (20). Due to the increased levels of markers of de-differentiation, *IMP2-2* tg mice were challenged with an MCD diet, which is known to induce DR within 8 weeks in the setting of steatohepatitis (18). In *IMP2-2* tg mice DR was observed in 25% of the *IMP2-2* tg animals fed the MCD diet already after 2 weeks (Figure 3A). On the control diet (MCS) none of the *IMP2-2* tg mice of the 2 week time point and only 10% of the *IMP2-2* tg mice of the 4 week timepoint developed DR (Figure 3A). More pronounced DR was observed in the *IMP2-2* tg livers after 4 weeks of MCD feeding as shown by immunohistochemistry of KRT19 (Figures 3A,B). After 12 weeks of MCD diet more severe DR was observed in wt as well as in *IMP2-2* tg mice with no statistically significant difference between both genotypes (data not shown), but fibrosis was still increased in the transgenics (Figure 3C). Interestingly, the *IMP2-2* transgene was not only expressed in hepatocytes but also DR cells under MCD feeding (Figure 4A). After 4 weeks DR in *IMP2-2* tg mice was characterized by increased expression of the cholangiocyte and progenitor cell markers *Krt19* and *Sox9* (Figure 4B). The progenitor cell marker genes *Spp1* and *Afp* were induced to a higher extent in MCD-fed *IMP2-2* tg mice compared to wt livers (Figure 4B). *Cdh1* tended to be increased in *IMP2-2* tg livers on MCD diet (Figure 4B). *Igf2* levels were especially increased in female mice (data not shown), while the increase of the other progenitor cell markers in tg mice were sex independent. Since SPP1 was shown to activate hepatic stellate cells (HSCs), which can then produce extracellular matrix (ECM) components, we investigated α-smooth muscle actin (α-SMA) and *Col1a1* levels as a measure of differentiation to myofibroblasts in MCD-fed mice and observed increased *Col1a1* mRNA levels and α-SMA positive cells in *IMP2-2* tg animals (Figures 4B,C). Myofibroblasts are known to produce ECM components. Thus, immunohistochemistry was performed to investigate the deposition of ECM components in the areas of DR of *IMP2-2* tg livers. DR cells were surrounded by the ECM components laminin and hyaluronic acid (Figure 4D). In human cirrhotic tissue *SPP1* was upregulated (Figure 2A) and strongly correlated with *IMP2* expression (*R*^2^ = 0.42 *p* = 0.006 in cirrhosis). Further correlation analysis revealed a strong association of *IMP2* and *SPP1* with ECM components, i.e., laminin b (*LAMB*), laminin c (*LAMC*), hyaluronic acid receptor *CD44*, and fibrillin 1 (*FBN1*) (Figure 4E).

**Figure 3:**
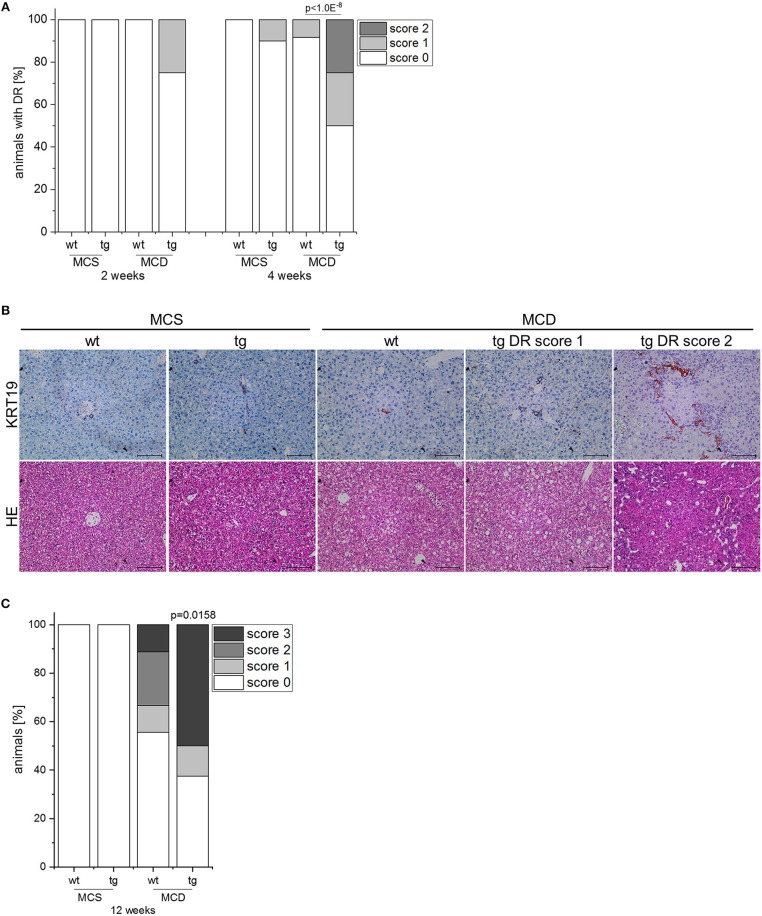
IMP2-2 expression accelerates DR in the MCD model. **(A)** Histological scoring of DR in *IMP2-2* transgenic (tg) and wildtype (wt) mice, which were fed either a methionine-choline deficient (MCD) diet or a methionine-choline supplemented (MCS) control diet for 2 and 4 weeks (2 weeks: MCS: *n* = 10 per genotype, MCD: *n* = 12 per genotype; 4 weeks: *n* = 10 per genotype, MCD: *n* = 12 per genotype). The *p*-value was calculated by chi-square test. **(B)** Representative images of HE and KRT19 stainings from wt and tg mice on MCS or MCD diet for 4 weeks. For tg mice representative images of DR score 1 and DR score 2 are shown (scale bars: 100 μm). **(C)** Histological scoring of Sirius red stained sections for fibrosis of wt and tg mice, which were fed either a methionine-choline deficient (MCD) diet or a methionine-choline supplemented (MCS) control diet for 12 weeks (MCS: *n* = 9–11 per genotype, MCD: *n* = 9–10 per genotype).

**Figure 4:**
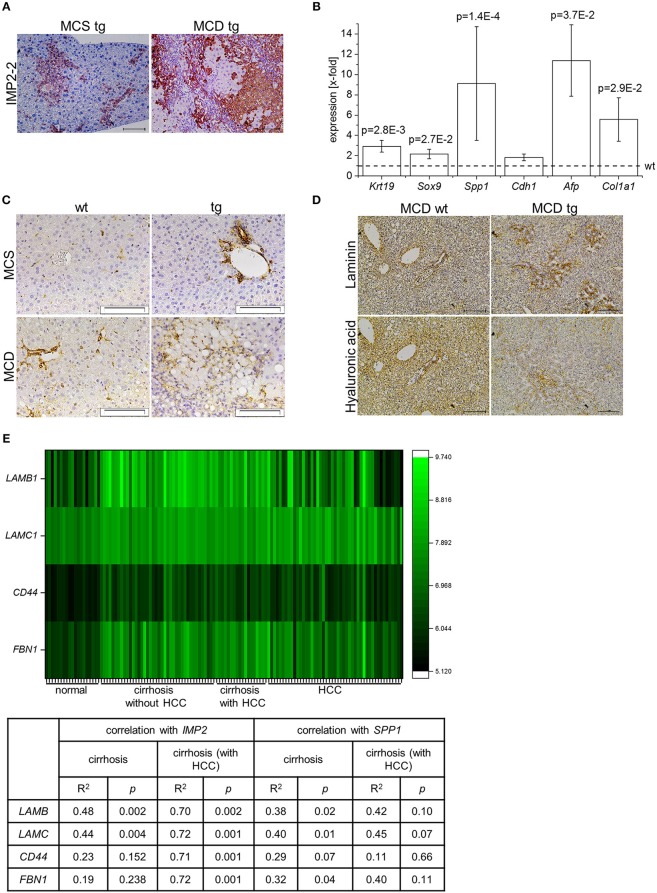
*IMP2*-2 expression correlates with the expression of extracellular matrix components. **(A)** Representative images of IMP2 staining in tg mice on MCS or MCD diet for 4 weeks (scale bars: 100 μm). **(B)** *Krt19, Sox9, Spp1, Cdh1, Afp, Col1a1* mRNA expression levels of 4 weeks MCD-fed IMP2-2 tg mice (*n* = 12), shown as x-fold of wild-types (*n* = 12; indicated by dashed line). *18S* was used as a housekeeping gene. Statistical significance compared to wt was determined by Mann-Whitney *U*-test or Welch's *t*-test. **(C)** Representative immunohistochemical staining for α-SMA in wt and tg mice fed a MCD or a MCS control diet for 4 weeks (MCS: *n* = 10 per genotype, MCD: *n* = 12 per genotype; scale bars: 50 μm). **(D)** Representative image of an area of DR stained for laminin (upper panel) and hyaluronic acid (lower panel) in wt and tg mice fed a MCD diet for 4 weeks (*n* = 12 per genotype; scale bars: 100 μm). **(E)** Heatmap shows expression of *LAMB1, LAMC1, CD44* and *FBN1* in human samples of normal liver tissue (*n* = 19), cirrhotic tissue (*n* = 41), cirrhotic tissue of HCC-livers (*n* = 17), and HCC tissue (*n* = 48) (GSE14323). The table shows a correlation analysis of *IMP2* and *SPP1* with *LAMB1, LAMC1, CD44*, and *FBN1* in human samples of cirrhotic tissue (*n* = 41) and cirrhotic tissue of HCC-livers (*n* = 17) (GSE14323). The correlation coefficient was calculated by Pearson correlation.

SPP1 is known to promote fibrogenesis (39) thereby linking liver progenitor cell activation to fibrotic changes (40). Since *Spp1* expression was reported to be regulated by altered DNA methylation in murine CCl_4_-induced fibrosis (41), we hypothesized that *SPP1* hypomethylation might cause *SPP1* induction in HCC. Therefore, we measured *SPP1* expression after incubation of HCC cells with the demethylating agent decitabine as well as *SPP1* DNA methylation in human samples. In fact, decitabine treatment in *in vitro* cultivated HCC cells strongly induced *SPP1* expression (Figure 5A). *In silico* analysis of the human TCGA HCC dataset revealed *SPP1* promoter hypomethylation in HCC patient tissues compared to normal liver tissues (Figure 5B). In order to test whether elevated *Spp1* expression in untreated *IMP2-2* tg mice is due to epigenetic changes we performed amplicon-based local deep sequencing covering the whole *Spp1* gene with 60 single CpG positions in *IMP2-2* tg and wt mice (42). Although *Spp1* expression was significantly elevated in untreated *IMP2-2* tg mice (Figure 5C), only minor methylation changes in single CpG sites of *Spp1* were observed (Figure 5D). CpG#1 was significantly hypomethylated in *IMP2-2* tg compared to wt mice (Figure 5D).

**Figure 5:**
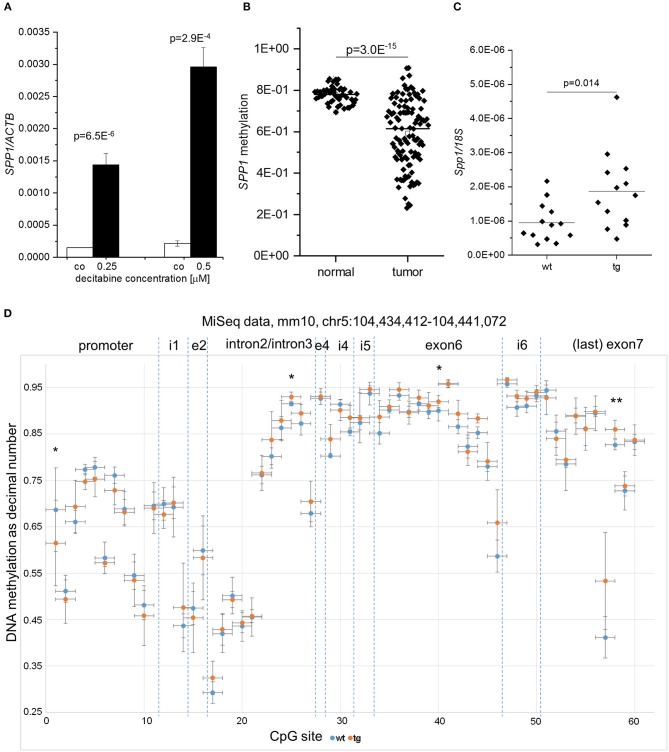
Differential *SPP1* methylation in human HCC and *IMP2-2* tg mice. **(A)** *SPP1* expression in Huh7 cells treated with either 0.25 or 0.5 μM decitabine for 72 h quantified by qPCR. Decitabine-containing medium was changed every 24 h. **(B)** *SPP1* promoter methylation in the TCGA liver cancer set in tumor vs. non-tumorous tissues. **(C)** *Spp1* expression in *IMP2-2* tg and wt mice on normal chow quantified by qPCR. *18S* was used as housekeeping gene. **(D)** Methylation of CpG sites within the *Spp1* gene in *IMP2-2* tg (orange) vs. wt (blue) mice analyzed by amplicon sequencing. CpG sites are plotted along the x-axis according to their location in the gene, i.e., in the promoter region, introns [intron1 (i1), intron2/intron3, intron4 (i4), intron5 (i5), and intron6 (i6)], and exons (exon2 (e2), exon4 (e4), exon6, exon7). ^*^p < 0.05; ^**^p < 0.01.

Since DR associates with fibrosis, it is associated with poor prognosis in liver disease (43). Therefore, we analyzed whether additional administration of the genotoxic carcinogen DEN caused more severe fibrosis in *IMP2-2* tg livers. Two different treatment schemes were used with DEN injection before or after the onset of MCD feeding (Figures 6A, 7A).

**Figure 6:**
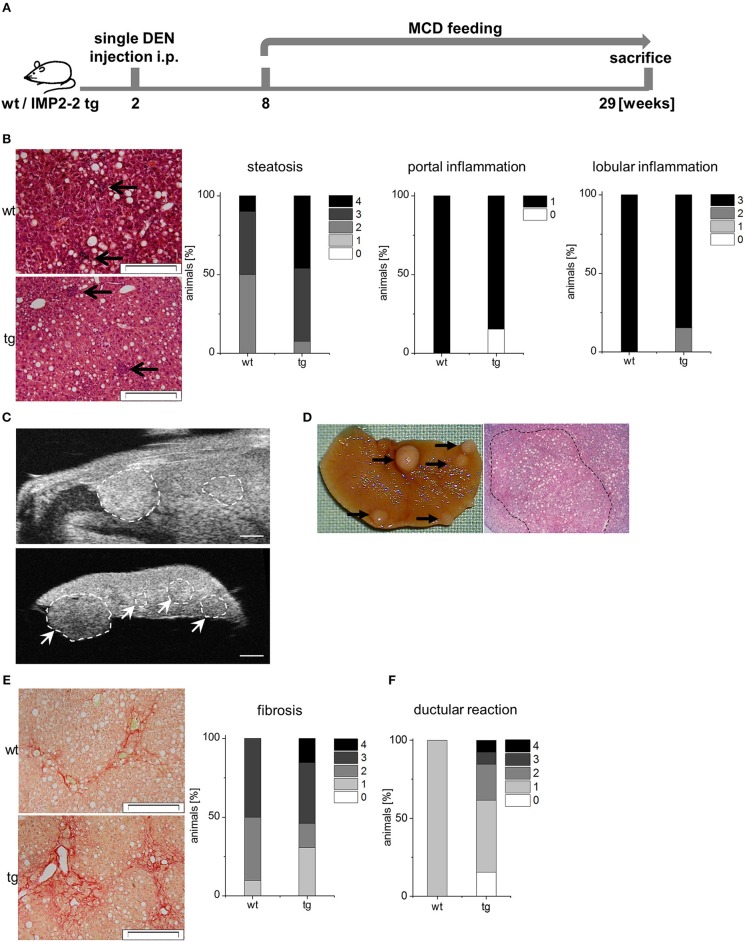
IMP2-2 triggers cirrhotic changes in the DEN-MCD model. **(A)** Treatment scheme of the DEN/MCD model. Administration of diethylnitrosamine (DEN) 6 weeks before the onset of MCD feeding (DEN-MCD). **(B)** Representative images of HE (left) and histological scorings for steatosis, lobular and portal inflammation of wt and tg mice treated with DEN-MCD. Arrows indicate inflammatory foci (scale bars: 50 μm). **(C,D)** Representative images of high-resolution ultrasound **(C)** and macroscopic view **(D)** of a liver of DEN-MCD mice. **(C)** High-resolution ultrasound imaging of an *in situ* (upper image) and *ex situ* (lower image) liver. Scale bars 0.9 mm (upper image), 1.2 mm (lower image). **(E)** Representative images of Sirius Red staining (left) and histological scoring for fibrosis (right) of wt and tg mice treated with DEN-MCD (wt: *n* = 10, tg: *n* = 13) (wt: score 2; tg: score 4; scale bars: 50 μm). **(F)** Histological scoring of KRT19 staining for DR (right) of wt and tg mice treated with DEN-MCD (wt: *n* = 10, tg: *n* = 13).

**Figure 7:**
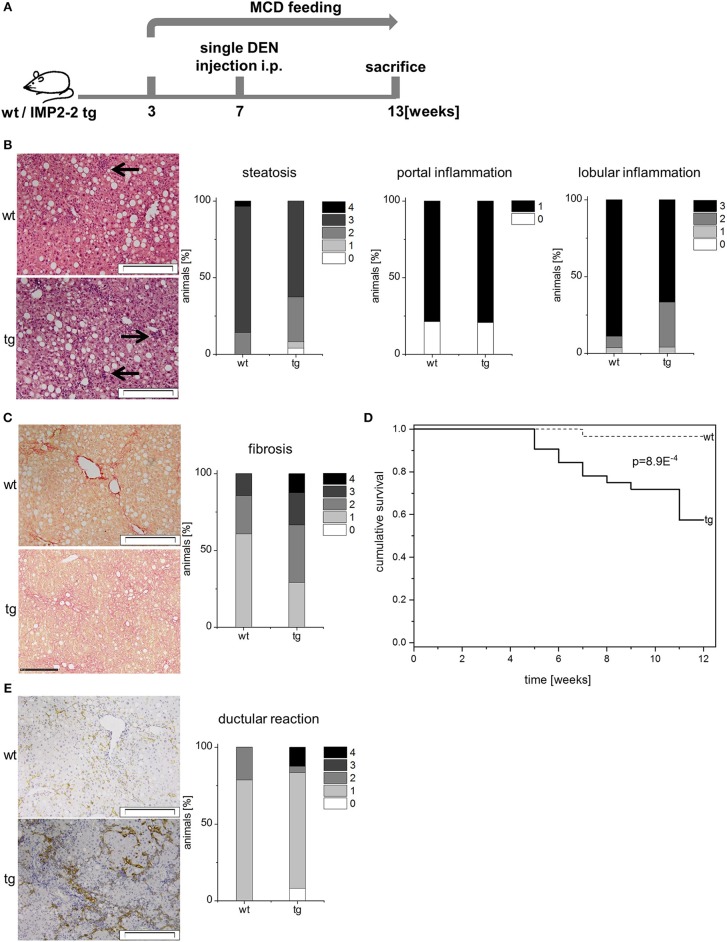
Transgenic expression of IMP2-2 leads to shorter survival in the MCD-DEN model. **(A)** Treatment scheme of the MCD/DEN model. Administration of DEN 5 weeks after the onset of MCD feeding (MCD-DEN). **(B)** Representative images of HE (left) and histological scorings for steatosis, lobular and portal inflammation of wt and tg mice treated with MCD-DEN (wt: *n* = 28, tg: *n* = 24). Arrows indicate inflammatory foci (scale bars: 50 μm). **(C)** Representative images of Sirius Red staining (left) and histological scoring for fibrosis (right) of wt and tg mice treated with MCD-DEN (wt: *n* = 28, tg: *n* = 24) (wt: score 1; tg: score 3; scale bars: 50 μm). **(D)** Kaplan-Meier survival plot referring to wt and tg animals treated with MCD-DEN (wt: *n* = 28, tg: *n* = 24). **(E)** Representative images of KRT19 staining (left) and histological scoring for DR (right) of wt and tg mice treated with MCD-DEN (wt: *n* = 28, tg: *n* = 24) (scale bars: 200 μm).

In the DEN-MCD treated animals (Figure 6A) high ALT and AST levels were found (Table 3). No difference between the genotypes regarding AST, ALT, triglycerides, cholesterol, HDL, and glucose were observed (Table 3). Steatosis ranged from score 2–4 in both genotypes and also inflammation was rather advanced in both genotypes (Figure 6B). Ultrasound analysis followed by macroscopic analysis exhibited the presence of cirrhotic nodules in *IMP2-2* tg livers (nodule size >0.5 mm: wt: *n* = 2 with and *n* = 8 without nodules, tg: *n* = 10 with and *n* = 1 without nodules, *p* = 0.0019 tg compared to wt; Figures 6C,D). Sirius red staining confirmed fibrotic changes leading to cirrhosis only in the *IMP2-2* tg livers (Figure 6E) with a varying extent of DR in the transgenics, while wt livers only showed weak DR (Figure 6F).

**Table 3:** Serum parameters in DEN-MCD and MCD-DEN treated mice.

	**DEN-MCD**		**MCD-DEN**	
	**wt**	**tg**	**wt**	**tg**
ALT [U/l]	409.7 ± 129.6	428.7 ± 151.6	80.6 ± 15.5	60.3 ± 13.5
AST [U/l]	3,550.9 ± 1,122.9	2,580.3 ± 912.3	2,901.1 ± 558.3	2,970.6 ± 664.2
Triglycerides [mg/dl]	96.2 ± 30.4	82.4 ± 29.1	127.5 ± 24.5	131.2 ± 29.3
Cholesterol [mg/dl]	35.0 ± 11.1	33.0 ± 11.7	48.3 ± 9.3	47.9 ± 10.7
HDL [mg/dl]	17.6 ± 5.6	18.4 ± 5.8	6.7 ± 1.3	5.4 ± 1.2
Glucose [mg/dl]	55.6 ± 17.6	57.3 ± 20.2	40.1 ± 7.7	44.1 ± 9.8

*Means ± SEM are shown*.

The MCD-DEN model (Figure 7A) revealed no difference in serum parameters (AST, ALT, triglycerides, cholesterin, HDL, and glucose), steatosis, and inflammation between the genotypes (Figure 7A; Table 3). In line with the other treatment scheme no difference between the genotypes was observed regarding steatosis and inflammation (Figure 7B), but cirrhosis was only present in the *IMP2-2* tg livers (Figure 7C) with only few macroscopically visible nodules with no significant difference between wt and tg regarding occurrence of nodules. In the MCD-DEN set cirrhosis was linked to a significantly shorter survival time of the transgenic animals compared to wt controls (*p* = 0.0056, Figure 7D). The MCD-DEN treatment group contained livers showing cirrhosis accompanied by strong DR (Figure 7E). Investigation of two progenitor cell markers, DLK1 and AFP, revealed a significant upregulation of *Afp* mRNA and protein levels in the *IMP2-2* tg animals in the MCD-DEN model (Supplementary Figures 1, 2).

## Discussion

IMPs were originally identified and characterized as fetal proteins (44). Although IMP2 was first described as an oncofetal protein (3), *IMP2* mRNA was suggested to be ubiquitously expressed in adult tissue (1). However, our data clearly show that IMP2 RNA and protein is expressed in fetal but not in adult human and mouse liver. IMP2 has been described to be re-expressed in liver cancer (45) and to preserve glioblastoma stem cells (4) underlining its oncofetal character. Moreover, *IMP2* is more abundant than *IMP1* and *IMP3* in most cancer types and promotes an undifferentiated character of HCC (28).

Due to this oncofetal expression in liver we hypothesized that IMP2-2 might affect liver pathogenesis related to a de-differentiated cell phenotype. We show that *IMP2-2* tg livers were more susceptible to DR provoked by an MCD diet. In untreated livers expression of the *IMP2-2* transgene did not result in DR but caused elevated expression of progenitor cell markers.

In untreated livers of *IMP2-2* tg mice a complex picture was obtained, characterized by the upregulated biliary/progenitor cell markers (*Spp1*), fetal hepatocytic marker (*Afp*), and classical stem/progenitor cell markers (*Cdh1, Prom1, Bex1*, and *Epcam*). 

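Livers of *IMP2-2* tg mice had 850 probe sets higher and 299 lower than wt livers, which are 542 genes higher and 176 lower. The lower counts depend on the scaling of the arrays. They were 476 probe sets and 314 genes after a renewed quantile normalization, and 156 and 97 with arrays centred on their medians. Beyond the LPC markers the largest named rise was that of *Spink1*, a trypsin inhibitor of the pancreas that is also made by regenerating liver (log2 fold change 4.10, SE 0.636, limma adjusted p = 0.00159). The basement membrane gene *Tinag* also rose (2.52, adjusted p = 0.0387), by a size that is not exact since its wt mean is 4.09. The largest falls were in *Apoa4*, a lipid-carrying apolipoprotein (-1.63, SE 0.420, adjusted p = 0.0427), *Cd207*, the lectin langerin of dendritic cells (-1.28, SE 0.182, adjusted p = 8.43e-04), *Pdilt*, a disulfide isomerase relative of the testis (-0.96, adjusted p = 0.0419), the thyroid hormone deiodinase *Dio1* (-0.76, SE 0.174, adjusted p = 0.0258) and *Mgll*, which cleaves monoacylglycerols (-0.75, SE 0.159, adjusted p = 0.0178). The largest rise of any probe set (log2 fold change 6.07, SE 0.688, adjusted p = 2.76e-04) belongs to one annotated to both *H19* and *Mir675*. It stood at 10.99 in tg and 5.12 in wt livers and is not assigned to either gene alone. The paper uses *H19* as an embryonic marker.

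Among 14 further progenitor markers, *Sox4*, a transcription factor of immature cells (1.07, adjusted p = 0.0347), and *Cd44*, a hyaluronan receptor (0.72, SE 0.137, adjusted p = 0.00993), rose, and 4 were higher and 1 lower when adjusted over the list alone. The count of 2 held in 11 of 20 fits without 1 array, ran from 0 to 4 over the other fits and was 4 with the label number in the fit. The list as a whole was higher (camera adjusted p = 0.0190, adjusted p = 0.0931 with an estimated correlation). Of 21 hepatocyte function genes, such as those for albumin and clotting factors, limma called 0 in either direction, with 1 higher and 2 lower at unadjusted p under 0.05 and 0 with the label number in the fit. With the near-identical wt arrays averaged, 245 probe sets were higher and 31 lower, and without the 4 arrays labelled tg_1423_2-8 and wt_1423_2-8 only 69 and 5, but with the shared number as a term it was 1634 and 607, and without tg_1386_9 alone 1684 and 776. The calls for *Tinag*, *Apoa4* and *Pdilt* held in 7, 8 and 8 of 20 fits without 1 array, and the calls for *Dio1* and *Mgll* were lost in 4 and 3 of 16 other fits. The plot of gene lists gives the members of 15 lists.

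**Figure D2:**
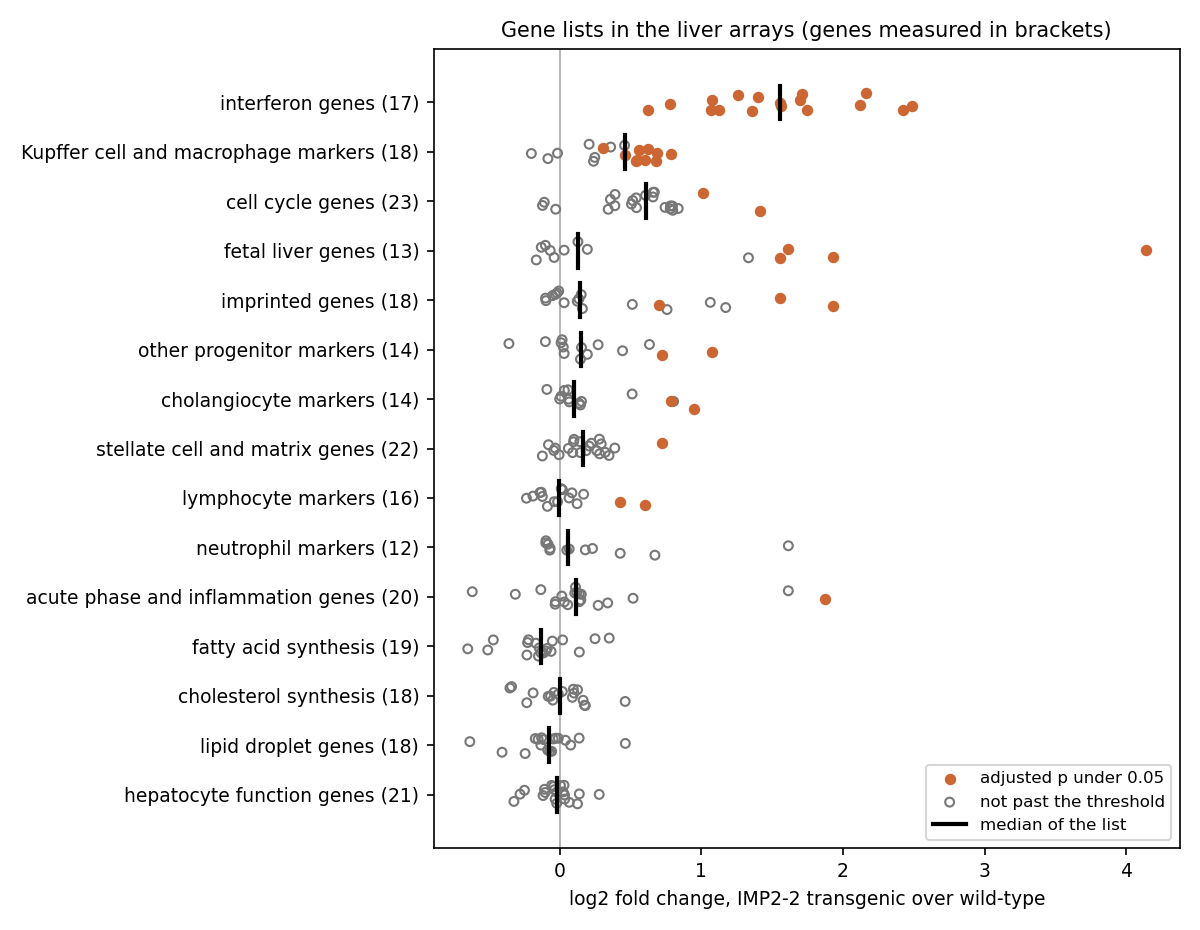
Log2 fold change of each measured gene in 15 gene lists, *IMP2-2* tg (n = 10) over wt arrays (n = 10). Filled dots passed adjusted p under 0.05, and the black line is the list median.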

Challenging these mice with the MCD diet resulted in DR and additional upregulation of biliary/progenitor cell markers (*Krt19* and *Sox9*). In general, DR, which mostly constitutes of cells of immature biliary or hepatobiliary phenotype, are diverse in their cellular components (46). Although SPP1 and SOX9 usually represent cholangiocyte-like cell markers (47, 48), they have been shown to be also expressed in de-differentiated mature hepatocytes upon on injury by 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) (49). Furthermore, a de-differentiated SPP1/SOX9-positive hepatocyte population has been described in DDC-injured livers, which can be found near Epcam-positive expanding DR cells (50). Upregulation of *Afp* in the IMP2-2 livers (51) further suggests a de-differentiation process (52). Moreover, AFP expression was associated with EPCAM and PROM1 expression in BEX1-acclerated liver injury in the choline-deficient, ethionine-supplemented (CDE) diet model (53).

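Of 13 measured fetal liver genes, 4 were higher in tg livers: *Afp*, *Gpc3*, a cell surface proteoglycan of fetal liver and liver tumours (log2 fold change 1.61, not exact at a wt mean of 3.99, limma adjusted p = 0.0130), *Peg3*, an imprinted zinc finger gene (1.56, adjusted p = 0.00998), and *Igf2*, the growth factor whose mRNA is bound by IMPs (1.93, SE 0.495, adjusted p = 0.0416). *Igf2* stood at 7.19 ± 1.59 in tg (n = 10) and 5.30 ± 0.70 in wt livers (n = 8), while its second probe set did not pass (-0.13, adjusted p = 0.297). That probe set lies under the median of all probe sets (3.13 in tg, 3.26 in wt), so a lack of change cannot be read from it. The call for *Igf2* held in 6 of 20 fits that each left out 1 array. Without the tg_1423_2-8 and wt_1423_2-8 arrays 1 fetal gene passed, and without tg_1420_4, tg_1423_2-8_1 and tg_1423_2-8_4 it was 2. In fits without 1 array the fetal count ran from 3 to 5. The desaturase gene *Scd2* had a log2 fold change of 1.33 (adjusted p = 0.0501, and 0.0399 with the label number in the fit), and 5 genes were higher when adjusted over the list alone. The fetal list was higher in camera (adjusted p = 0.0190, adjusted p = 0.254 with an estimated correlation) and lost this with the label number in the fit (adjusted p = 0.0530). Among 18 imprinted genes, which are mostly active in fetal tissue, *Sgce* (0.70, adjusted p = 0.00562) rose besides *Peg3* and *Igf2*, with 7 higher when adjusted over the list alone and camera adjusted p = 0.00212 (adjusted p = 0.103 with an estimated correlation). The imprinted count ran from 0 to 5 over the alternatives, with 5 when the label number was in the fit.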

Interestingly, *IMP2-2* tg mice showed significantly elevated levels of *Cdh1*, which is an epithelial marker overexpressed in LPCs. 

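*Cdh1* was 10.50 ± 0.44 in tg livers (n = 10) and 9.64 ± 0.58 in wt livers (n = 8). E-cadherin joins neighbouring epithelial cells and is stronger in periportal than in pericentral hepatocytes. Within shared label numbers, *Cdh1* was higher in tg livers in 5 of 6, with log2 differences from -0.16 to 2.10. As for *Bex1*, these 6 are not independent comparisons. Among 16 periportal genes, *Cdh1* rose and *Apoa4* fell, 4 were higher and 2 lower when adjusted over the list alone, and the list median was 0.05 (camera adjusted p = 0.329). The call for *Cdh1* was lost in 9 of 20 fits that each left out 1 array.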

CDH1 expression can enhance maintenance of embryonic stem cell pluripotency [reviewed in (54)] and progressively increases with elevated numbers of progenitor cells (55). CDH1 expressing cells probably overlap with cells positive for DLK1 (56), which is also induced in *IMP2-2* tg livers (28). In the fetal liver, DLK1 is specific for AFP-positive hepatoblasts (57). As the biliary markers *Krt19* and *Sox9* were not altered in *IMP2-2* tg mice on normal chow, *IMP2-2* tg mice seem to have an increased amount of de-differentiated hepatocyte-like cells (58). 

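*Krt19*, a keratin of the bile duct epithelium, was 4.48 ± 0.24 in tg (n = 10) and 4.41 ± 0.24 in wt livers (n = 8), a log2 fold change of 0.01 (SE 0.105, limma adjusted p = 0.973). Both means lie under the median of all probe sets, so a lack of change cannot be read from them. The 2 other *Sox9* probe sets had log2 fold changes of 0.03 (adjusted p = 0.926) and, at a weak signal, -0.05 (adjusted p = 0.769). Of 14 cholangiocyte markers, *Bicc1*, an RNA-binding protein of tubular epithelia (0.79, adjusted p = 0.0299), and *Pkhd1*, which encodes the ciliary protein fibrocystin (0.94, adjusted p = 0.040), rose, and 4 were higher when adjusted over the list alone. The keratin gene *Krt23* had a log2 fold change of 0.80 (adjusted p = 0.0922, and 0.0441 with the label number in the fit). The cholangiocyte list was higher in camera (adjusted p = 0.0144, adjusted p = 0.154 with an estimated correlation). The count of 2 was the same in 9 of 20 fits without 1 array, was 0 without tg_1423_2-8_1 and was 3 with the label number in the fit. The pericentral genes had a list median of -0.11 (camera adjusted p = 0.147). The paper proposes a de-differentiation process from raised *Afp*, and holds that cells with CDH1 probably overlap with those with DLK1. Because *Krt19* and *Sox9* were unaltered, the paper also proposes more cells of a de-differentiated hepatocyte type.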

Still, as DLK1-positive progenitor cells are bipotential progenitor cells (59), they might also be the source of the accelerated occurrence of KRT19-positive DR cells observed on MCD feeding in *IMP2-2* tg animals with significantly increased levels of both biliary markers *Sox9* and *Krt19*. After partial hepatectomy proliferation of a specific subpopulation of cells positive for KRT19, AFP, and DLK1 has been described (58). Taken together, the MCD diet seems to provoke DR in *IMP2-2* tg mice, which is characterized by a mixed cell population of a de-differentiated or undifferentiated phenotype.

Expression of SPP1 is associated with severe NASH in humans (60). *SPP1* expression has been shown to be regulated by promoter methylation in liver fibrosis (41). Methylation changes of the *SPP1* gene differed between human HCC and our *IMP2-2* mouse model. Only single CpG sites were altered regarding methylation. CpG#1, which was hypomethylated in the *IMP2-2* tg mice, is located within the binding site of runt-related transcription factor 2 (Runx2) in the *Spp1* promoter. Interestingly, reduced methylation of CpG#1 of the human *SPP1* promoter was reported to influence transcription factor binding in SH-SY5Y bone marrow cells, thereby leading to increased *SPP1* expression (61) suggesting a similar mechanism for IMP2-2 induced *Spp1* expression. SPP1 is able to activate HSCs leading to ECM production (62, 63) thereby promoting fibrosis. Immunohistochemical stainings of *IMP2-2* tg livers of MCD-fed mice revealed a morphologically mixed type of DR cells in small nests and in bile duct-like formations. More precisely, ECM deposition and activation of matrix-producing cells occurred in front of proliferating DR cells as it has been described for the CDE model (55). Also progenitor cells positive for DLK1 were reported to be surrounded by a laminin layer in the rat liver (58). The laminin and hyaluronic acid staining pattern in *IMP2-2* tg livers supports the hypothesis that the DR cell compartments are surrounded and supported by an ECM layer (55).

The shortened survival in *IMP2-2* tg mice in MCD-DEN regime shows that IMP2-2 increases liver damage in chronic liver disease. The *IMP2-2* transgenic mice were more susceptible toward DR and fibrosis caused by the MCD diet alone, since DR was already observed after 2 weeks of feeding. The difference between the genotypes was even more pronounced after 4 weeks, but became similar between *IMP2-2* transgenic and wt mice after 12 weeks. This is explained by the fact that 12 weeks of MCD diet are generally accepted to be sufficient for induction of DR and fibrosis in wild-type mice (18). Therefore, the increased susceptibility of the *IMP2-2* tg mice is probably masked by the advanced diet-induced liver disease in the latest analyzed time point of 12 weeks. With an additional challenge, such as DEN, *IMP2-2* tg livers were again more susceptible. In fact, cirrhosis only occurred in *IMP2-2* tg livers, which is probably due to the triggered progression of fibrosis by IMP2-2 (21).

Taken together, hepatic *IMP2-2* expression leads to a de-differentiated cell population and enhanced DR, which promotes the development of cirrhosis in the MCD mouse model. Concordantly, also human cirrhotic samples expressed high *IMP2* levels suggesting a similar role for IMP2 in human cirrhosis.

## Ethics Statement

This study was carried out in accordance with the recommendations of the German guideline TierSchG and the European guideline 2010/63/EU. The protocol was approved by the animal welfare committee of Saarland University (permission number: 34/2010, 11/2013).

## Author Contributions

BC, AA, AB, ST, NN, YS, CK, CC, NH, and SK conceived and carried out experiments and analyzed the data. AS, JGH, VH, ML, JW, JH, IL, and AK analyzed the data. SK concepted and supervised the study. All authors were involved in writing the paper and had final approval of the submitted and published versions.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: IGF2 mRNA Binding Protein 2 Transgenic Mice Are More Prone to Develop a Ductular Reaction and to Progress Toward Cirrhosis
**Source:** Front Med (Lausanne). 2019 Sep 4;6:179. doi: 10.3389/fmed.2019.00179
**Supplement:** Supplementary file 1

## Supplementary data

### ***IGF2* mRNA binding protein 2 transgenic mice are more prone to develop a ductular reaction and to progress-towards cirrhosis**

**Beate Czepukojc<sup>1</sup>, Ali Abuhaliema<sup>1</sup>, Ahmad Barghash<sup>2,3</sup>, Sascha Tierling<sup>4</sup>, Norbert Naß<sup>5</sup>, Yvette Simon<sup>1</sup>, Christina Körbel<sup>6</sup>, Cristina Cadenas<sup>7</sup>, Noemi van Hul<sup>8,9</sup>, Agapios Sachinidis<sup>10</sup>, Jan G. Hengstler<sup>7</sup>, Volkhard Helms<sup>2</sup>, Matthias W. Laschke<sup>6</sup>, Jörn Walter<sup>4</sup>, Johannes Haybaeck<sup>5,11,12</sup>, Isabelle Leclercq<sup>8</sup>, Alexandra K. Kiemer<sup>1</sup>, Sonja M. Kessler<sup>1,8,11\*</sup>**

Sonja M. Kessler

## **Table of contents**

### Supplementary Figures

|           |   |
|-----------|---|
| Figure S1 | 3 |
|-----------|---|

|           |   |
|-----------|---|
| Figure S2 | 4 |
|-----------|---|

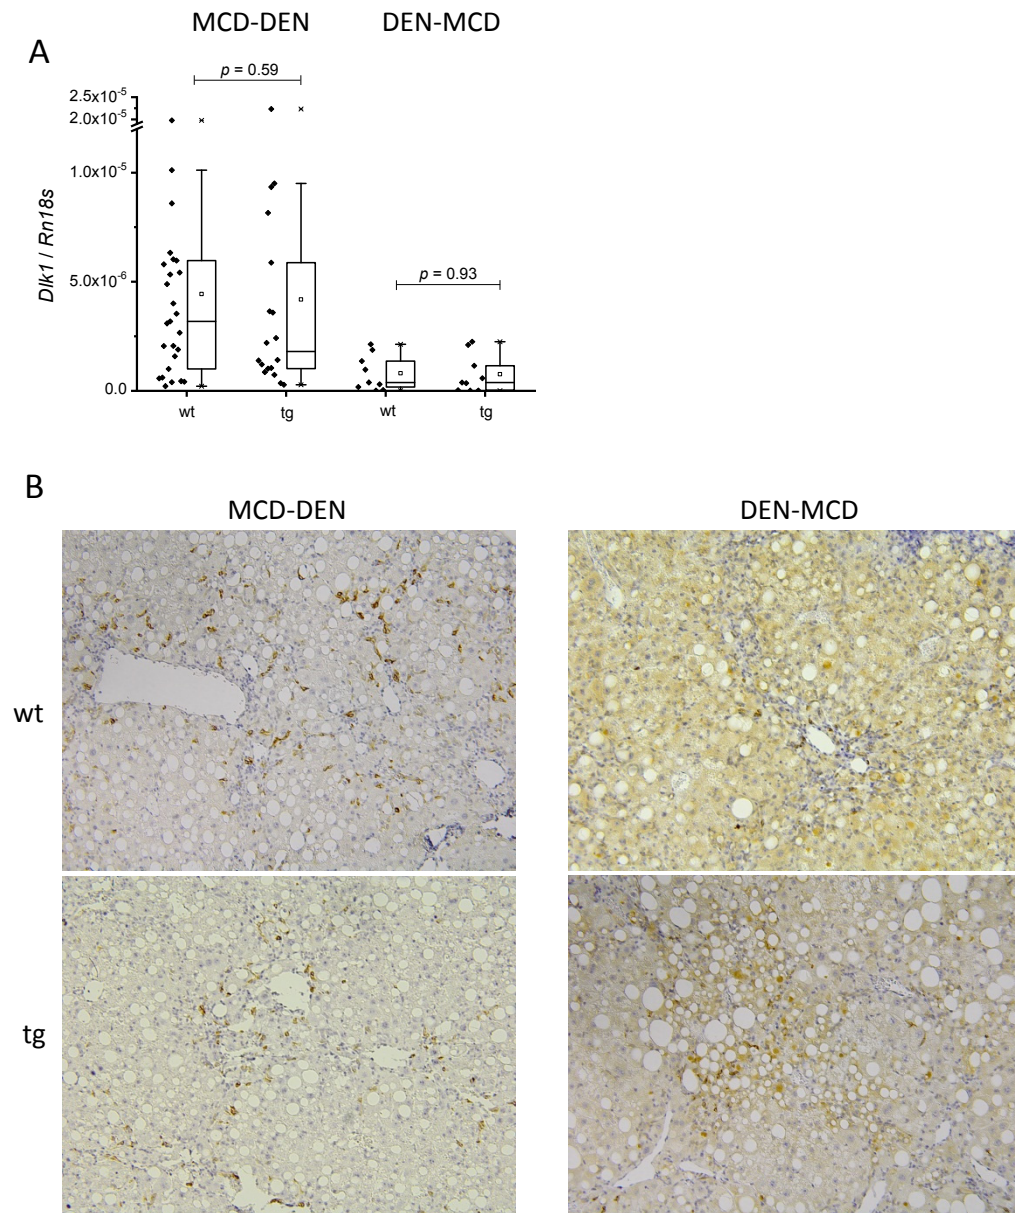

**Fig. S1: *Dlk1* expression in the DEN-MCD and the MCD-DEN models. (A) *Dlk1* gene expression in *IMP2-2* tg and wt mice treated with MCD-DEN or DEN-MCD, respectively, quantified by qPCR. 18S was used as housekeeping gene. Data are shown as single values and box plots with median (—) und mean (□). (B) Representative images of DLK1 staining of wt and tg mice treated with DEN-MCD or MCD-DEN, respectively (original magnification 200 x). DLK1 stainings were categorized in four scores: no staining, weak staining, medium staining, and strong staining. In the MCD-DEN model tissues exhibited the following scores: no staining: wt: 14.3%, tg: 20.0%; weak staining: wt: 42.9%, tg: 56.0%, medium staining: wt: 17.9%, tg: 16.0%; strong staining: wt: 25.0%, tg: 8.0%. In the DEN-MCD model the following scores were observed: no staining: wt: 16.7%, tg: 8.3%; weak staining: wt: 75.0%, tg: 83.3%, medium staining: wt: 8.3%, tg: 8.3%; strong staining: wt and tg: 0% each.**

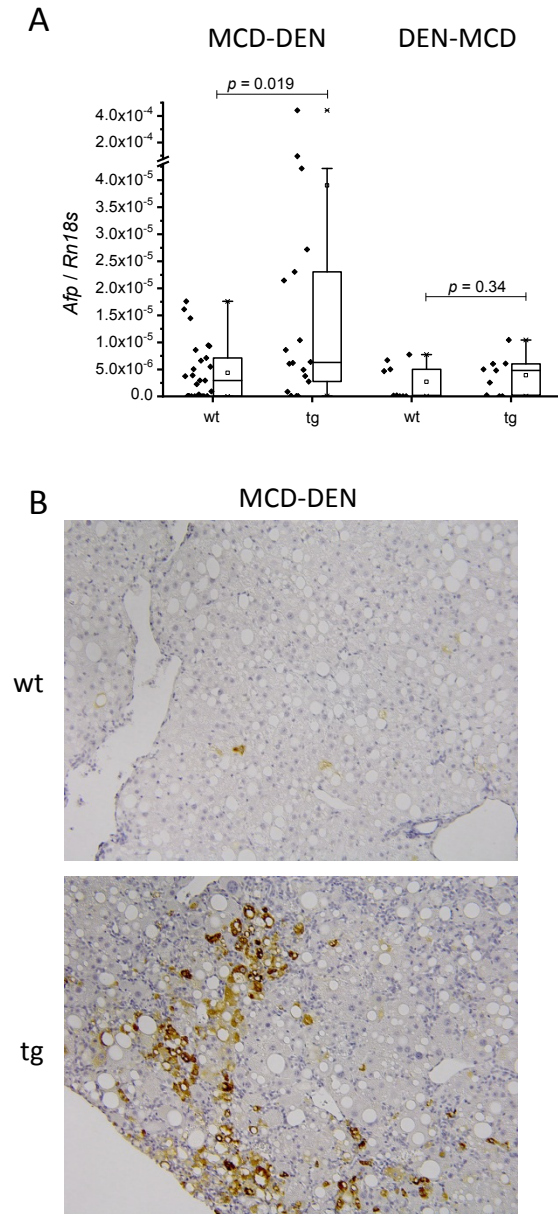

**Fig. S2: Afp expression in the DEN-MCD and the MCD-DEN models. (A) *Afp* gene expression in *IMP2-2* tg and wt mice treated with MCD-DEN or DEN-MCD, respectively, quantified by qPCR. 18S was used as housekeeping gene. Data are shown as single values and box plots with median (–) and mean (□). (B) Representative images of AFP staining of wt and tg mice treated with MCD-DEN, respectively (original magnification 200 x). AFP stainings were categorized in four scores: no staining, weak staining, medium staining, and strong staining. In the MCD-DEN model tissues exhibited the following scores: no staining: wt: 14.8%, tg: 0%; weak staining: wt: 55.6%, tg: 13.6%, medium staining: wt: 25.9%, tg: 40.9%; strong staining: wt: 3.7%, tg: 45.5% ( $p=0.00064$  Chi<sup>2</sup>-test).**

How the deposited data were processed for this re-analysis (not part of the article)

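The study measured liver RNA of 10 *IMP2-2* tg and 10 wt mice on Affymetrix Mouse Genome arrays, by the sample labels 1 array per liver. The authors carried out scanning and RMA normalization, and the deposited table holds log2 values for 45101 probe sets on 20 arrays, with 0 columns left without a sample. The version of the RMA program is not given in the sources used here. No raw scan was read, and no normalization was repeated for the main results.

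Gene names come from the annotation supplied for the array: 34958 probe sets carry 1 symbol, 932 carry several and 9211 are without a symbol or not listed. A RefSeq gene table for GRCm38.p6 held the symbol of 34754 probe sets, and 0 symbols were changed by it. This leaves 18194 genes. For a gene with several probe sets, the one with the highest mean over all 20 arrays was used, whatever its difference between genotypes, and the others are given for the genes of the paper.

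The computation used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. limma fitted genotype as the only term to all 20 arrays, followed by moderated t statistics with the default empirical Bayes settings. Adjusted p values are Benjamini-Hochberg over all probe sets, with 0.05 as the threshold. Beside the genes of the paper, the 10 largest rises and 10 largest falls were eligible for naming if the mean of either genotype was at least 4.53, the median of all probe set means. Standard errors are those of the moderated fit. The SE belongs to the log2 fold change, and SDs are between livers.

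For the genes of the paper, a permutation test drew 100000 relabelings of the 20 arrays with seed 20190179, and an exact test ran through all 43758 splits of 10 tg arrays and 8 wt profiles. A wt profile is an array, or the mean of a nearly identical pair.

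30 gene lists were written from general knowledge of the liver, except for the list of LPC markers, which the paper shows on these same livers. Each was tested with camera at a preset correlation of 0.01, with camera at a correlation estimated per list, and with fry, on 1 probe set per gene and adjusted over the 30 lists. 10 lists passed camera, all of them higher in tg livers, 0 passed with an estimated correlation and 9 passed fry. Adjusted p values in camera were 0.192 for fatty acid synthesis, fatty acid oxidation, lipid droplet, endothelial and pancreas genes, 0.683 for cholesterol synthesis and clock genes, 0.946 for erythroid, lymphocyte and hepatocyte function genes, 0.599 for neutrophil, 0.574 for adipose, 0.230 for sex-chromosome and for endoplasmic reticulum stress genes, 0.214 for male-biased, 0.297 for female-biased, 0.236 for xenobiotic and 0.816 for RNA quality genes.

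Sample names carry 6 numbers that each occur in both genotypes, such as the number shared by tg_1386_9 and wt_1386_4. Their meaning is not given in the sources used here, so arrays with the same number were not paired in the main fit. As a check, the correlation of arrays that share a number across genotypes, after the genotype means were removed, was 0.184 to 0.404 and was the highest for its own number in 5 of 6 cases. As a random block the number had a consensus correlation of 0.0820.

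The same functions were tested on simulated data with 45101 probe sets, of which 200 were changed. They recovered 86 of 100 changes of 0.5 log2 units and 94 of 100 changes of 1 log2 unit, with 5 false calls among 185. Of 30 simulated lists, 1 list had been raised and was called, and 0 of the 29 others were called. The simulation does not give the rate of false calls among the real lists. Their estimated correlation reached 0.748 for the interferon genes, and 0 of 30 passed camera with it.

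Alternatives tried were the shared number as a term or as a random block, a renewed quantile normalization, arrays centred on their medians, only probe sets above the median mean, empirical Bayes with trend and robust settings, array weights, the *Xist* signal as a covariate, male-biased genes as a covariate, each array left out in turn, another choice of probe set per gene, no probe sets with cross-hybridizing suffixes, at least 2-fold changes, Wilcoxon tests, near-identical wt arrays averaged, and groups of arrays left out. Human tissue data, cell culture, the methionine and choline deficient diet experiment, histology and PCR values were left out because no array of this series holds them. *Spp1*, *Igf2bp2*, *H19*, *Fbn1*, *Runx2* and *Ppia* have no probe set of their own here and were not analysed as single genes. The probe set that *H19* shares with *Mir675* had the largest rise of all.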

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

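The tests by label number, by hour of killing and by male-biased genes were chosen after the results were seen. Of 100 splits of the 20 arrays into 10 and 10, only 1, the real one, gave as many as its 1149 probe sets past the threshold, and the highest of the others gave 0, so a chance division of the mice does not account for the differences. The 19 other splits that parted as many label numbers also gave at most 0. In limma 9188 probe sets had an unadjusted p under 0.05 between the genotypes.

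All 17 measured interferon genes were higher in tg livers, with a list median of 1.55. *Irf7*, the transcription factor that amplifies interferon responses, rose by 1.56 (SE 0.178, adjusted p = 2.76e-04), *Usp18*, which restrains the receptor, by 1.70 (adjusted p = 2.85e-04) and the antiviral genes *Ifit1* by 2.49 (SE 0.323, adjusted p = 4.41e-04), *Rsad2* by 2.43 (adjusted p = 5.44e-04) and *Oas1a* by 2.32 (SE 0.290, adjusted p = 3.29e-04). As a list the adjusted p was 2.02e-28 in camera and 0.0931 with an estimated correlation.

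The median of lymphocyte markers over that of interferon genes was -0.00167. The mean of the lymphocyte markers was only 4.27 to 4.69 per array, near 4.53, the median of all probe sets. A part of more lymphocytes in the rise can therefore not be excluded. A difference between label numbers does not explain the rise of interferon genes, since their mean was higher in tg livers within 6 of 6. Between tg_1386_9 and wt_1386_4 it was higher by only 0.036. Doubtful arrays do not explain it either, since 17 genes passed with near-identical wt pairs averaged and tg_1386_9 and wt_1386_4 left out. More macrophages may contribute, with a median of macrophage markers over that of interferon genes of 0.296, between the 0.25 and 1 that would have decided it. An effect of the transgene on interferon signalling could produce the same rise and was not tested. Without the 4 tg_1423_2-8 and wt_1423_2-8 arrays, 9 of the 17 passed.

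The array labelled wt_1386_4 had the signals of a tg liver for several genes: *Bex1* 6.80 (3.18 in the next wt array), *Igf2* 6.97 (5.39) and *Spink1* 6.66 (4.92). Array tg_1386_9, its closest of all, had 6.94 for *Bex1* and 6.98 for *Igf2*. A wrong label or the same RNA on both arrays is possible, but the position between the wt mean (0) and the tg mean (1) was 0.306, within the range of the other wt arrays (-0.169 to 0.352). Array tg_1386_9 lies at 0.301 itself, so this score could not place a liver like it. A swap with a tg array could not be excluded either, since the lowest tg array, tg_14231_6, lies at 0.294, and 2 tg arrays fall within that range, and no PCR or protein value is given for this liver.

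Arrays tg_1420_4, tg_1423_2-8_1 and tg_1423_2-8_4 stood apart from the other 17, with 53.0 to 70.4 on the main axis of variation, where the other 7 tg arrays reached 8.30, and had the highest means of LPC markers, 8.34 to 8.87 against at most 7.66. Degraded RNA does not account for this, since the mean difference between the 3' and 5' control probe sets was 0.770, within the 0.456 to 0.815 of the other 7 tg arrays. The hour of killing stays open, since the clock scores of all 3 (-2.60 to 2.92) lay outside the -4.15 to -3.21 of the other 7, while wt arrays with scores above those 7 reached only 7.65 on the same axis, a comparison across genotypes that excludes nothing. Less mature livers could do so, because the mean of male-biased genes was 6.12 to 8.25 in these 3 and 9.55 to 10.4 in the other 7, and that of female-biased genes 6.75, 8.17 and 7.48 against 5.25 to 6.21, although wt_1423_2-8_9, with 6.68 and 8.58, had an LPC marker mean of only 5.28. In the 8 wt profiles the rho of male-biased genes with LPC markers was 0.0952 (95% interval -0.682 to 0.772), which decides nothing. The labels do not give the sex of the mice, and no comparison of sex-chromosome genes is given for these 3 arrays. Male- and female-biased genes can therefore not tell less mature livers from a difference of sex, which stays open too.

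Single values were tested in 68 groups of 34 genes, where about 1 in 20 groups, or 3.4 of 68, would be found by chance, and 7 were found. Beside *Bex1*, *Igf2* and *Spink1* of the array labelled wt_1386_4, tg_1420_4 was high for *Sox9* (5.85), for the smooth muscle actin gene *Acta2* (6.80, next 5.68) and for the laminin gene *Lamb1* (6.33, next 5.89). Array tg_1420_14 was low for the casein kinase gene *Csnk2a2* (7.63, next 7.87). Of 18 macrophage markers 10 were higher in tg livers. *Spink1* had a log2 fold change of 4.10, and 9 of 10 tg arrays lay above all wt arrays.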

How the results depend on the processing

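The fits with averaged pairs, with arrays or a number left out together, and with male-biased genes as a covariate were chosen after the results were seen, while the others were fixed before the data were examined. No call was reversed in any of them, but the number of calls depends on few arrays, and the calls for *Prom1*, *Cdh1* and several other genes do not hold throughout. Where a count moved, the cause was not tested.

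With the shared number as a term, 1634 probe sets were higher and 607 lower (981 and 342 genes), and 11 cell cycle genes were higher instead of 2. *Scd2* (adjusted p = 0.0399), *Krt23* (adjusted p = 0.0441) and *Ms4a1* (adjusted p = 0.0286) then passed and the fetal list did not, and it changed no other call of a named gene. As a random block it gave 542 lower probe sets, 305 lower genes and 6 cell cycle genes. Of all calls 74.0% were rises, 58.9% after a renewed quantile normalization (476 probe sets and 314 genes lower) and 86.1% with arrays centred on their medians (156 and 97 lower). With the normalization unchanged the share ran from 68.5% to 84.4% in fits without 1 array and was 95.2% without the 3 tg arrays that stand apart, 93.2% without the tg_1423_2-8 and wt_1423_2-8 arrays and 88.8% with the near-identical wt pairs averaged. The median log2 difference over all probe sets was -0.03. With only probe sets above the median mean, 5 cell cycle genes were higher. With trend and robust settings, *Cdh1* (0.82, adjusted p = 0.0503) and *Prom1* (2.66, adjusted p = 0.0523) no longer passed. With array weights 163 probe sets and 89 genes were lower, and *Cdh1* did not pass (0.63, adjusted p = 0.0787). Changes of at least 2-fold were 110 higher and 3 lower. No list passed camera with an estimated correlation (0 of 30, and 9 with fry). The median over its probe sets gave *Afp* a log2 fold change of 2.17, since it includes the weaker probe sets.

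With the near-identical wt pairs averaged, which leaves fewer arrays, 245 probe sets were higher and 31 lower (163 and 18 genes), 1 cell cycle gene and 6 macrophage markers were higher, and *Cdh1* (0.86, adjusted p = 0.0734) and *Prom1* (2.48, adjusted p = 0.0958) did not pass. With tg_1386_9 and wt_1386_4 left out as well, it was 465 and 103 (293 and 60 genes), with *Cdh1* at 0.96 (adjusted p = 0.0543) and *Prom1* at 2.78 (adjusted p = 0.0763). With the shared number as a term in addition, 198 probe sets and 112 genes were lower, 5 cell cycle genes were higher, and *Cdh1* was 0.94 (adjusted p = 0.0605). Without the 3 tg arrays that stand apart, 158 probe sets were higher and 8 lower (107 and 5 genes), 2 fetal genes and 0 cell cycle genes and macrophage markers were higher, and *Cdh1* (0.60, adjusted p = 0.270) and *Prom1* (1.52, adjusted p = 0.152) did not pass. These 3 also have the highest LPC markers, so leaving them out had to lower the LPC values. Without the tg_1423_2-8 and wt_1423_2-8 arrays, it was 69 and 5 (46 and 3 genes), with 1 fetal gene, 0 cell cycle genes, 0 macrophage markers and 9 interferon genes higher, *Cdh1* at 0.50 (adjusted p = 0.211) and *Prom1* at 2.20 (adjusted p = 0.109). Over all fits other than those without 1 array, adjusted p ranged from 0.0263 to 0.270 for *Cdh1*, from 0.00376 to 0.152 for *Prom1*, from 1.39e-04 to 0.0207 for *Bex1* and from 7.22e-04 to 0.0340 for *Afp*. Calls were also lost for *Igf2* in 8 of 16 of these fits, *Apoa4* in 6, *Tinag* and *Pdilt* in 5, *Dio1* in 4, *Mgll* in 3, *Cd44* in 2 and *Ifit3* in 1, and for the second, the third and the fourth *Afp* probe set in 1 of 16, 1 of 14 and 3 of 14.

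Leaving out 1 array at a time gave 391 higher probe sets and 262 higher genes without tg_1420_4 and 1684 and 979 without tg_1386_9. Lower probe sets ran from 72 (without tg_1420_4) to 776 (without tg_1386_9), and lower genes from 50 (without tg_1423_2-8_4) to 420 (without tg_1386_9). Cell cycle genes ran from 2 to 12 (without tg_1386_9). *Cdh1* ran from 0.68 (without wt_1423_2-8_9) to 0.90 (without tg_14231_6), with adjusted p from 0.0177 to 0.0777. *Prom1* ran from 2.35 (without tg_1423_2-8_1) to 2.95 (without tg_14231_6), with adjusted p from 0.0107 to 0.0683, and each of the 2 lost its call in 9 of 20 fits. The calls for *Bex1*, *Afp*, *Epcam* and *Sox9* were the same in 20 of 20, and 17 interferon genes passed in each.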

Differences from the paper's values

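The fits named here as alternatives were fixed before the data were examined, and the comparison with the paper was made after the results were seen. All fold changes of the *Afp* probe sets match those of the paper to the digits given, while several adjusted p values do not. For the other plotted LPC markers the text of the paper prints no fold changes, so a match to the digit cannot be judged. A value is called close where it lies within 1.5 times the paper's. For the strongest *Afp* probe set the paper gives 0.002 and limma here 0.00115, and a renewed quantile normalization (0.00135) and the *Xist* signal as a covariate (0.00198) come close to the paper, as do 12 of the 20 fits without 1 array, while the 8 other fits on all arrays do not. For the fourth *Afp* probe set the paper gives 0.009 and the value here is 0.0180, and only the shared number as a random block (0.012) and the fit without tg_1386_9 (0.00946) come close. For the fifth the paper gives 0.35 and the value here is 0.623, and only the fits without tg_1420_14 (0.334) and without wt_14231_2 (0.502) bring the adjusted p close, while the unadjusted p here is 0.351.

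The other values of the paper were read by eye from Fig. 2B. For the median of *Afp* the paper gives about 0.0052. The median of the 5 adjusted p values here is 0.00998, while the probe set with the median fold change has 0.00580, which is close to the paper. The random block (0.00668), the restriction to probe sets above the median mean (0.00391) and the fit without tg_1386_9 (0.00423) bring the median of the p values close, and the other alternatives do not. For *Prom1* the paper gives about 0.012 and the value here is 0.0332, and only the shared number as a term (0.0138) and the fit without tg_14231_6 (0.0107) come close. For *Bex1* the paper gives about 0.00070 and the value here is 2.85e-04, where the shared number as a term (6.94e-04) and array weights (5.94e-04) come close, as do 16 of the 20 fits without 1 array, and the other alternatives do not. For *Epcam* the paper gives about 0.043, while its 2 probe sets gave 0.667 and 0.305 here, and no alternative closes this gap.

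The paper counts *Epcam* among the upregulated markers, but neither of its probe sets passed here, both at a level under the median of all probe sets, where a lack of change cannot be read. The paper states that *Krt19* was not on the array platform, while the annotation used here holds 1 probe set for it, which did not pass and lies under the median of all probe sets. The paper states that *Dlk1* is induced in *IMP2-2* tg livers, from an earlier study, while its 2 probe sets had log2 fold changes of 0.03 (adjusted p = 0.870) and -0.02 (adjusted p = 0.905) in these livers. The first lies just above the median of all probe sets (4.74 in tg, 4.72 in wt). The second lies under it (3.51 and 3.53), so a lack of change cannot be read from that one.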

Other observations

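The fits without the tg_1423_2-8 and wt_1423_2-8 arrays were chosen after the results were seen. Of 18 macrophage markers, 10 were higher in livers of *IMP2-2* tg mice, among them the complement genes *C1qc* (log2 fold change 0.54, adjusted p = 0.00715) and *C1qa* (0.63, adjusted p = 0.012), the Kupffer cell lectin *Clec4f* (0.60, adjusted p = 0.00924) and the scavenger receptor ligand *Cd5l* (0.79, adjusted p = 0.0106). The list was higher in camera (adjusted p = 1.26e-10, adjusted p = 0.103 with an estimated correlation), with 14 higher when adjusted over the list alone, while *Ccr2*, a receptor of recruited monocytes, was at -0.02 and did not pass. Of 23 cell cycle genes, the replication helicase subunits *Mcm6* (1.41, adjusted p = 0.00675) and *Mcm5* (1.01, adjusted p = 0.0221) rose, and 18 were higher when adjusted over the list alone (camera adjusted p = 7.49e-09, adjusted p = 0.231 with an estimated correlation). With the shared number as a term 11 of them passed, and 6 with it as a random block. In both lists 0 genes passed in limma without the tg_1423_2-8 and wt_1423_2-8 arrays.

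*Lyve1*, a marker of sinusoidal endothelium, rose by 1.00 (adjusted p = 0.0214) as the only 1 of 16 endothelial markers. Of 16 lymphocyte markers, *Ptprc* (0.60, adjusted p = 0.0344) and *Ccl5* (0.42, adjusted p = 0.0422) rose, while *Ms4a1* of B cells was at -0.24, and 2 were higher and 2 lower when adjusted over the list alone. The count of 2 lymphocyte markers higher held in 5 of 20 fits without 1 array and was 0 without tg_1407_3. Of 22 stellate cell and matrix genes only *Cd44* rose, also as the only one when adjusted over the list alone (1 gene). With the shared number as a term, 2 genes of this list were higher. The list was higher in camera (adjusted p = 0.0114, adjusted p = 0.550 with an estimated correlation). *Col1a1* (0.15, adjusted p = 0.524) and *Acta2* (0.06, adjusted p = 0.895), which mark fibrosis, did not pass. The chemokine gene *Cxcl10*, which interferon induces, rose by 1.87 (SE 0.281, adjusted p = 0.00115) among 20 acute phase and inflammation genes, as the only 1 when adjusted over the list alone (camera adjusted p = 0.0190, adjusted p = 0.146 with an estimated correlation).

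Of 19 fatty acid synthesis genes limma called 0, with 1 higher and 4 lower at unadjusted p under 0.05 and 1 lower with the shared number in the fit. Of 17 fatty acid oxidation genes *Cpt2*, a mitochondrial carnitine transferase, fell by 0.25 (adjusted p = 0.0380), with 4 lower when adjusted over the list alone, but the count of 1 held in 4 of 20 fits without 1 array and was 0 without tg_1407_3. The IMP relatives *Igf2bp1* (-0.13, adjusted p = 0.197) and *Igf2bp3* (0.19, adjusted p = 0.255) did not pass in the probe sets that stand for them, while 2 further probe sets of *Igf2bp3* did, with 0.53 (adjusted p = 0.0360) and 0.58 (adjusted p = 0.0280).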
